# Gene Expression Analysis of Zebrafish Melanocytes, Iridophores, and Retinal Pigmented Epithelium Reveals Indicators of Biological Function and Developmental Origin

**DOI:** 10.1371/journal.pone.0067801

**Published:** 2013-07-09

**Authors:** Charles W. Higdon, Robi D. Mitra, Stephen L. Johnson

## Abstract

In order to facilitate understanding of pigment cell biology, we developed a method to concomitantly purify melanocytes, iridophores, and retinal pigmented epithelium from zebrafish, and analyzed their transcriptomes. Comparing expression data from these cell types and whole embryos allowed us to reveal gene expression co-enrichment in melanocytes and retinal pigmented epithelium, as well as in melanocytes and iridophores. We found 214 genes co-enriched in melanocytes and retinal pigmented epithelium, indicating the shared functions of melanin-producing cells. We found 62 genes significantly co-enriched in melanocytes and iridophores, illustrative of their shared developmental origins from the neural crest. This is also the first analysis of the iridophore transcriptome. Gene expression analysis for iridophores revealed extensive enrichment of specific enzymes to coordinate production of their guanine-based reflective pigment. We speculate the coordinated upregulation of specific enzymes from several metabolic pathways recycles the rate-limiting substrate for purine synthesis, phosphoribosyl pyrophosphate, thus constituting a guanine cycle. The purification procedure and expression analysis described here, along with the accompanying transcriptome-wide expression data, provide the first mRNA sequencing data for multiple purified zebrafish pigment cell types, and will be a useful resource for further studies of pigment cell biology.

## Introduction

Pigment cells serve as useful models for understanding many aspects of developmental and cell biology. For example, melanocytes are pigment cells studied to understand cell specification, migration, differentiation, survival, regeneration, organelle transport, secretion, and disease [1]–[15]. Melanocytes produce melanin, which in humans serves as a UV protectant in skin [16]. Melanocytes also have roles in other organs such as the ear, brain, heart, and adipose tissue [17], [18]. The incidence of melanomas, a disease of melanocytes and the most lethal form of skin cancer, is also increasing [19]. Methods to isolate and culture melanocytes for in vitro studies have been informative for understanding melanocyte biology [20], [21]. *In vivo* studies of melanocyte biology and melanoma dynamics have been aided by the identification of mutants in mice and zebrafish[22]–[25]. Given the utility of zebrafish melanocytes to understand cell biology and disease, the transcriptome-wide characterization of genes expressed in zebrafish pigment cells would be a significant resource.

In mammalian systems, melanocytes are the only neural crest-derived pigment cell type found in the dermis. In contrast, several neural crest-derived pigment cells are found in zebrafish and other poikilotherms, including reflective iridophores [5]. Several requirements for iridophore development from the neural crest are known [5], [26], [27]. However, it is unknown if markers of neural crest identity persist in iridophores following development, and whether these markers are shared by other neural crest-derived pigment cells, such as melanocytes. A further question in iridophore biology is how the guanine-based pigment is produced [28], [29]. Zebrafish bearing mutations in the *de novo* purine synthesis enzymes *gart* and *paics* have iridophore defects, indicating purine synthesis is important for iridophore pigmentation [30]. Identifying a possible mechanism by which iridophores produce an abundance of guanine for pigment formation while maintaining adequate supplies of purines for DNA and RNA production will be informative for cell biology.

Another pigment cell type shared by mammalian and poikilothermic vertebrates is the retinal pigmented epithelium (RPE). The RPE is a group of melanin-producing cells found in the vertebrate eye. The RPE develops from the eye primordium, and is continuous with the layer of cells that forms the iris [31]. The RPE is critical for eye development and retinal health. It provides trophic support and recycles wastes from the photoreceptors of the retina [32]. The RPE forms part of the blood-retina barrier, providing the eye with an immune-privileged status [33]. Defects in the RPE contribute to diseases such as macular degeneration and retinitis pigmentosa, which result in vision problems [34], [35]. Previous descriptions of gene expression in the RPE of zebrafish, chicken, and human have elucidated many of the genes playing roles in RPE biology [36]–[38]. Many of these genes are responsible for producing melanin, and defects in melanin production are often associated with reduced visual function [39]. However, it is unknown whether RPE and melanocytes use different pathways of melanin production, or if they are essentially identical. This information would be useful for understanding RPE biology, and would also inform future examinations of regulatory control for genes expressed in one or both cell types.

In order to facilitate understanding of these pigment cells, we developed a robust method to isolate these three pigment cell types from zebrafish embryos, followed by mRNA sequencing and transcriptome analysis. This purification procedure relies on the inherent densities of melanin and guanine-filled cells; hence it can be used without other complicated lineage markers. Here, we report the co-enrichment and cell-type specific gene expression profiles of melanocytes, iridophores, and RPE from embryonic zebrafish. While RPE and iridophores do not exhibit significant overlap of enriched gene expression, our analysis reveals considerable overlap among pairs of pigment cell types indicative of their common origin or function. Genes enriched in both the melanocyte and RPE lineages contain genes in the melanin-production pathway, and suggest a more complete picture of melanin-producing machinery is contained within this set. Similarly, expression co-enrichment in melanocytes and iridophores are reflective of their neural crest origin, and suggest genes in this set may be specific to neural crest identity. Furthermore, this is the first characterization of the iridophore transcriptome. We found that iridophores specifically upregulate the guanine portion of *de novo* purine synthesis, as well as specific enzymes from other metabolic pathways that aid in producing the iridophore guanine-based reflective pigment. In addition to the analysis presented here, this procedure and accompanying data provide a significant resource for further biological discovery in pigment cells.

## Materials and Methods

### Zebrafish Strain and Sample Collection Time Points

This study was carried out in accordance with the Washington University Animal Use Committee guidelines under approved protocol #20110236. Zebrafish were reared and bred according to standard protocols [40]. The fish used in this study were homozygous for a temperature sensitive allele of micropthalmia transcription factor (*mitfa^vc7^*) [41]. This mutant facilitated the collection of RPE, as *mitfa* is not required for RPE development in zebrafish [41]. Melanocytes, iridophores, and RPE develop normally at 25°C in *mitfa^vc7^.* When held at 32°C, the neural crest-derived melanocytes do not develop, but RPE and iridophores develop normally. All melanocyte and iridophore samples were incubated at 25°C prior to collection. We note the possibility that *mitfa* may be partially compromised by aberrant splicing products in this mutant at permissive temperatures, but following development at 25°C, melanocyte numbers, morphology, and pigmentation are indistinguishable from wild-type zebrafish [41]. Embryos used for RPE samples were incubated at either 25°C or 32°C until the equivalent of 3–5 days at 28.5°C, as indicated in Table S1 [42]. It should be noted that at stages later than 5dpf, choroidal melanocytes may be present adjacent to the RPE. Only one of the five RPE cDNA libraries was prepared later than 5dpf, as indicated in Table S1. We did not have separate markers to identify contamination from eye-associated neural crest-derived melanocytes, or choroidal melanocytes in our RPE preparations. If present, we expect the contribution to total gene expression in the RPE samples to exhibit high variance, and found to be insignificant by Student’s T-test upon comparison to the other cell types. However, we find the later stage RPE library to be highly correlated overall with the earlier stages, indicating that extensive contamination from choroidal melanocytes is unlikely (r = 0.92, Figure S1a). It was a further possibility that many large changes in gene expression would be present in RPE samples held at restrictive and permissive temperatures for *mitfa*. 

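In the RPE library of 143 hpf, genes of crest melanocytes stayed below the level of melanocytes. A list of 7 melanocyte genes of crest origin, among them *mlphb*, *kita*, *gch2*, *sox10* and *crestin*, had a mean log2(RPKM + 1) of 1.18 in this library. The same mean was 0.6 and 1.08 in the RPE libraries of 86 hpf, 2.41 and 2.52 in those of 77 hpf, and 2.15 to 5.6 in the 11 melanocyte libraries. Across the 9037 genes with a mean of 1 to 5000 RPKM, Pearson's r between this library and the mean of the 4 RPE libraries of 77 to 86 hpf was 0.922. Taken against the earlier libraries singly, it gave r of 0.761 to 0.916, and the earlier libraries gave 0.709 to 0.902 against each other. Genes are not independent replicates, and 1 library of 143 hpf allows no test of single genes. The paper concludes from the overall correlation that extensive contamination from choroidal melanocytes is unlikely.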

We found that samples held at the low and high temperatures exhibited a high degree of similarity (r = 0.89), indicating that most genes are not significantly different at the two temperatures (Figure S1b). 

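A single gene, *si:dkey-167i21.2*, differed between RPE kept at 25 C (2 libraries) and at 32 C (3 libraries) at an adjusted p under 0.05 from limma. It stood at 14175 and 80950 RPKM at 25 C and at 0 to 0.96 RPKM at 32 C, a log2 difference of -14.50 (32 C minus 25 C, standard error 0.83, adjusted p = 6.3e-07). The same gene was 22693 to 38094 RPKM in the 5 melanocyte libraries with run code 440 and 0 to 1.13 RPKM in the 6 with run code 351. In iridophores it was 28086 to 70208 RPKM in 4 libraries with code 440 and 0.69 RPKM in the library with code 351. The crest melanocyte genes, such as *mlphb* and *gch2*, had a mean log2(RPKM + 1) of 2.41 and 2.52 at 25 C, above each of the libraries at 32 C, with a mean difference of 1.51. Across the 9037 genes, r between the means of both temperatures was 0.893, and single libraries gave 0.709 to 0.883. Over the 22 genes that passed as enriched in RPE, r was 0.629, and over those enriched in RPE by the study's per-gene test it was 0.953. With all 21 libraries in 1 fit, 90 genes were higher and 247 lower at 32 C. Without RPE 1, 591 genes differed, all lower at 32 C, and without RPE 5, 33 did. Without RPE 2, limma gave 0 genes (963 at an unadjusted p under 0.05); with all 5 libraries, 1256 of 10533 tested genes had an unadjusted p under 0.05. In melanocytes and iridophores, all kept at 25 C, *si:dkey-167i21.2* followed run code, also among the melanocyte libraries of 77 hpf. This argues against temperature or age as the source of its difference. For the other genes temperature, run code and age cannot be told apart. Both libraries at 25 C were of 77 hpf and code 440, and all at 32 C were of 86 or 143 hpf and code 351.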

We also expect some genes to change during development between 3 and 5 days post fertilization. 

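In melanocytes, 26 genes rose and 10 fell with age between 58 and 116 hpf at an adjusted p under 0.05, from a limma fit of log2(RPKM + 1) on age over 11 libraries (8474 genes tested, 1052 at an unadjusted p under 0.05). The glucose transporter *slc2a1a* was 9.02 RPKM at 58 hpf, 102 at 77 hpf, 959 at 97 hpf and 2010 at 116 hpf, a log2 rise of 8.20 over the range (standard error 1.43, adjusted p = 0.019). The retinol-binding gene *rbp4l* rose from 5.35 to 837 RPKM (log2 8.40, standard error 1.43, adjusted p = 0.018), and *pip5k1b* rose from 0.255 to 44.8 RPKM. The endoplasmic reticulum chaperone *hsp90b1* fell from 1260 to 46.7 RPKM (log2 -4.49, standard error 0.77, adjusted p = 0.018), and the hemoglobin gene *hbae3* fell from 7640 to 5.06 RPKM, with 12941 RPKM in melanocyte 1 (58 hpf); without that library 4 genes fell. The median of 26 eye genes was 27.29 to 43.1% of RPE in the 6 libraries of run code 351 and 50.18 to 118.95% in the 5 of code 440, to which both older libraries belong (118.95 and 103.15%). These genes, apart from *slc2a1a*, were chosen after their values were seen. Pearson's r across 8449 genes was 0.629 between 58 and 77 hpf, 0.84 between 77 and 97 hpf and 0.895 between 97 and 116 hpf, and on log2(RPKM + 1) it was 0.896, 0.915 and 0.9; genes are not independent replicates. The ages have 2, 7, 1 and 1 libraries, so the calls rest on single libraries: without melanocyte 10 (97 hpf) or 11 (116 hpf) 0 genes passed in limma (827 and 442 at an unadjusted p under 0.05), without melanocyte 2 there were 65 and without melanocyte 9 there were 22. Without both older libraries 53 genes fell and 0 rose.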

Upon inspection of melanocyte samples prepared at several time points, we find correlations increase with increasing developmental age of the embryos (Figure S2). We do not have the statistical power to confidently track developmental changes in gene expression within specific cell types, but we make the data available for all individual libraries to facilitate further investigation (Table S2).

### Cell Dissociation and Pigment Cell Enrichment

Figure 1 depicts the general procedure for pigment cell purification. Fish were anesthetized with Tricaine, rinsed with Ca-, Mg- DPBS (Sigma, D8537), and immersed in 100 mL TrypLE Express (Invitrogen, 12604039) per 1000 fish. Fish were incubated at 37°C and shaken at 100rpm for 15–20 minutes, followed by trituration with a Pasteur pipette to remove eyes from larva. After separation of eyes and larva, each group was placed in TrypLE Express and shaken at 100rpm at 37°C for 1–1.5 hr. Dissociated cells were filtered through a 120 uM screen into 50 mL tubes. Remaining intact tissue was triturated 10–20 times, and again filtered through a 120 uM screen into the dissociated cells. Dissociated cells were pelleted in a swinging bucket rotor (Eppendorf 5810 R) at 500 relative centrifugal force (rcf) for 5 minutes at 4°C, then resuspended in 1 mL cold isotonic Percoll (Sigma, P1644) by gentle pipetting. Isotonic Percoll was prepared by mixing 1 part 10X PBS with 9 parts Percoll. Resuspended cells were transferred to 1.6 mL Eppendorf tubes and spun at 2000rcf for 5 minutes at 4°C in a swinging bucket rotor for isopycnic separation. Pigment cells in the pellet were then resuspended in 400 µL of ice cold DPBS with 2% fetal calf serum (FCS), and placed onto preformed Percoll density gradients. Preformed gradients were prepared via centrifugation of 1 mL aliquots of isotonic Percoll in 1.6 mL tubes at 10,000rcf for 15 minutes at 4°C in a fixed angle micro-centrifuge (Eppendorf 5415 R). Tubes containing preformed Percoll gradients with overlying cell suspensions were centrifuged in a swinging bucket rotor at 2000rcf for 10 minutes at 4°C. Following centrifugation, overlying Percoll was aspirated, leaving the final 100 µL containing the pigment cell pellet. Cells were resuspended with 50 µL of cold DPBS with 2% FCS and transferred to a clean 1.6 mL tube containing 500 µL of cold DPBS with 2% FCS, and kept on ice until mRNA extraction or FACS.

**Figure 1:**
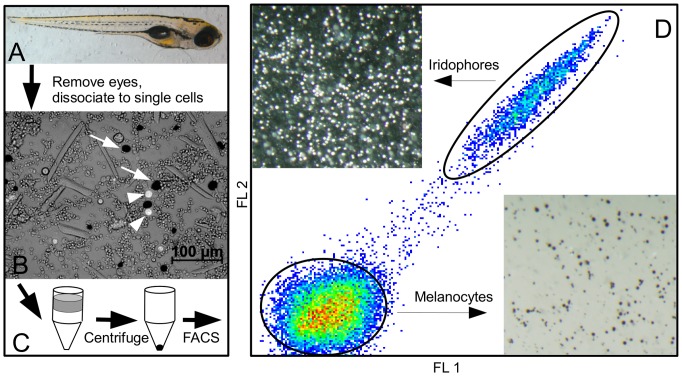
Purification procedure for melanocytes, iridophores, and retinal pigmented epithelium. Zebrafish are grown to the desired time point; shown in (A) is a six day old fish. (B) Fish are dissociated to a single cell suspension; black melanocytes (arrows) and reflective iridophores (arrowheads) are visible as a small percentage of all cells. (C) Cells are placed atop a Percoll density gradient and centrifuged. (D) The resulting cell pellet is resuspended and analyzed by FACS. Shown is a characteristic FACS plot demonstrating the relative positions of melanocyte and iridophore gates (ovals). Sorted iridophores are shown on the upper left of (D) under incident light. Sorted melanocytes are on the lower right using trans-illumination.

### FACS

We used the inherent properties of the pigmented cells to perform Fluorescence-Activated Cell Sorting (FACS). Following resuspension in 500 µL cold DPBS with 2% FCS, the enriched cell populations were screened through a 30 uM cell filter (Partec, 04–0042–2316). Cells were analyzed and sorted with a Dako MoFlo cell sorter using a 120 uM nozzle at a drop drive (DD) frequency of 22390 Hz. Cells were illuminated using a 488 nm laser. Cells were gated on two attributes to separate cells from each other and from cellular debris. Cellular debris was detected using forward and side scatter, selecting against the smallest particles (∼1 µm or less). Cells were sorted based on detection using 510–530 nm and 575–595 nm filters, corresponding to FL1 and FL2 in Figure 1D, respectively. When excited by the 488 nm laser, the autofluorescence of iridophores is clearly detectable in these channels as a group of cells extending at a 45 degree line in the upper right quadrant. Melanocytes and RPE do not autofluoresce with this intensity when excited by the 488 nm laser, and cluster at the lower left of the FACS plot. Cells were collected into ice-cold DPBS with 2% FCS and kept on ice until mRNA extraction.

### mRNA Extraction, cDNA Synthesis, and Illumina Library Preparation

Pigment cell cDNA library construction was as follows. For mRNA extraction the Dynabeads® mRNA DIRECT Kit (Invitrogen) was used per manufacturer’s instructions. Following mRNA elution from the Dynabeads, first strand cDNA synthesis was performed using MMLV reverse transcriptase (Clontech) using an anchored polyT primer tailed with a universal primer sequence (See Table S3 for primer sequences and Figure 2 for pigment cell cDNA library construction overview.) A universal primer sequence was also added to the 3′ end of the first strand by template switching, allowing for PCR-amplification of the resultant cDNA [43], [44]. Following PCR amplification using the high fidelity polymerase LA Taq (TaKaRa, PCR cycle: 95C for 1 minute, followed by 20 cycles of 98C for 25 seconds, 60C for 1 minute, 68C for 20 minutes), cDNA was digested with AluI and RsaI restriction enzymes (NEB). Blunt-end enzymatic fragmentation of cDNA was used instead of sonication and gel extraction to minimize loss of sample material and eliminate the end-repair step of Illumina library preparation. Since this reduced representation strategy might miss short cDNAs that lack both restriction sites, we sought to avoid this by including enzyme recognition sites within the cDNA amplification primers. This allows for the inclusion of short cDNAs in our libraries. Standard Illumina library preparations followed, performed by the Genome Technology Access Center (GTAC) at Washington University in St. Louis (http://gtac.wustl.edu). In brief, a single A was added to the 3′ end of each strand, Y-adapters ligated, and library enrichment PCR performed, followed by gel extraction size-selection for fragments ranging from 200–400 base pairs in length. Illumina library construction of pooled 3dpf embryos was performed by GTAC from total RNA extracted with Trizol reagent as previously described [45]. No PCR amplification of whole embryo cDNA was performed prior to Illumina adapter ligation and library enrichment. Sequencing was performed on the GAIIX and HiSeq 2000 Illumina platforms. Technical sequencing replicates of the same libraries on separate lanes were essentially identical (Figure S3).

**Figure 2:**
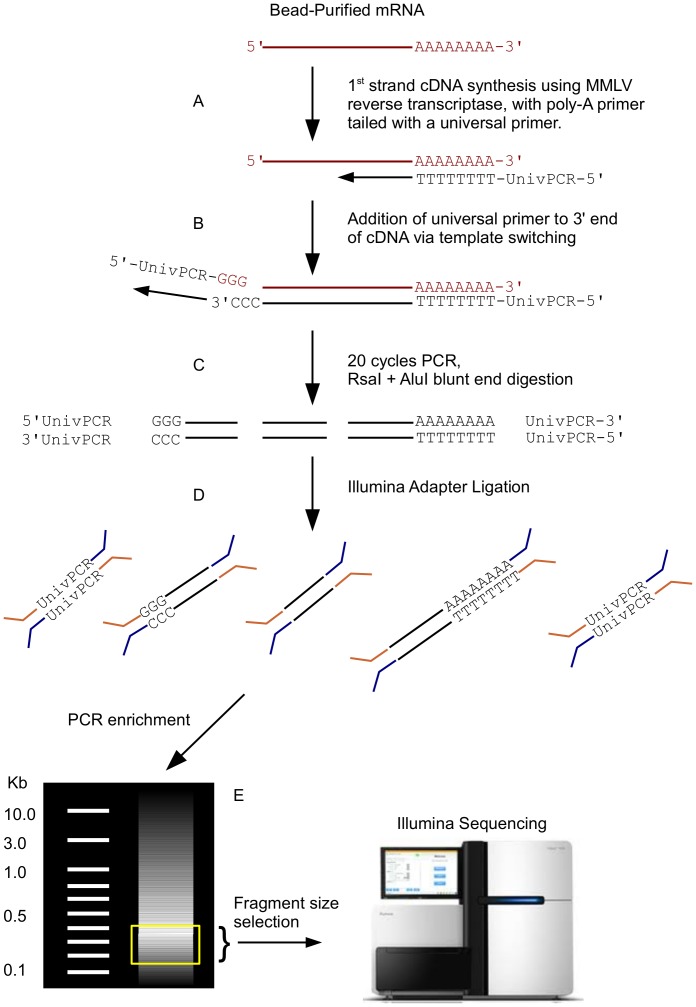
Schematic of cDNA library preparation. PolyA-selected mRNA (in red) is reverse transcribed using a polyT primer tailed with a universal primer (A). See Table S3 for primer sequences. MMLV reverse transcriptase adds cytosines to the 3′ end of the 1st strand cDNA (in black), allowing for template switching and addition of the 3′ universal primer (B). PCR amplification of the library is followed by RsaI and AluI enzymatic digestion of cDNAs (C), followed by the standard Illumina library preparation steps of end-repair, a single adenine addition, Y-adapter ligation (D), PCR enrichment, and size selection (mock gel shown in E with yellow box indicating area of gel removed for DNA extraction), prior to flowcell generation and sequencing.

### Sequence Analysis

We used Novoalign (www.novocraft.com), to assign resultant expression sequence tags to a customized non-redundant database of cDNA sequences consisting of 25,102 known and predicted genes (Table S4). Initial inspection of the NCBI zebrafish mRNA database of 28,286 zebrafish cDNAs (ftp://ftp.ncbi.nih.gov/refseq/D_rerio/mRNA_Prot/) via an all-by-all BLAST search revealed multiple nearly identical sequences for cDNAs that would confound the unambiguous assignment of sequence tags. In order to generate a non-redundant cDNA database we selected single representatives for each gene as follows. In instances where a cDNA in the database resulted in a BLAST hit of greater than 94% identity to more than 70% the length of another transcript, we excluded the smaller of the two cDNAs. The resultant non-redundant zebrafish cDNA database contained 25,102 unique gene records. We further analyzed our non-redundant database by mapping all cDNAs onto the UCSC zebrafish browser (ZV9). Manual examination of 6 Mbs arbitrarily chosen along chromosome 13 revealed 130 annotated genes (combined RefSeq and Ensembl gene tracks). Of these, our non-redundant database identified 126. The 4 genes not represented in our database included 3 5 S ribosomal RNA genes and ENSDARG00000086970, an annotated gene with a predicted ORF but no clear orthology to other species. Thus, this test shows that our method to generate a non-redundant cDNA library results in a database that identifies ∼99% of annotated genes (excluding ribosomal RNA genes). Furthermore, manual examination of our non-redundant library mapped onto this 6 Mb of chromosomal sequence revealed 10 sequences that were not annotated as RefSeq or Ensembl genes. Comparison to repeat tracks on the UCSC browser revealed that most (8/10) of these unannotated matches identified ORFs from repetitive, or retrotransposon DNA. It is not clear how these sequences were initially included in the NCBI cDNA database.

In summary, our efforts have generated a non-redundant zebrafish cDNA database that identifies most (∼99%) of annotated genes, and includes 7% (10/126) records of dubious utility, but would tend not to confound RNA-seq analysis such as reported here. Sequencing results for each cDNA library are summarized in Table S1. For each cDNA library, the number of tags aligned to each gene was normalized by the length of the gene and the total number of uniquely aligning reads for that library using custom Perl scripts (reads per kilobase of cDNA per million mapped reads - RPKM [45]. Statistical calculations were performed in R (www.r-project.org). All sequencing data used in this study are publicly available at NCBI’s GEO database under accession GSE46387 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46387).

### Quantitative RT-PCR

Primers used for expression analysis are listed in Table S3, designed with NCBI’s Primer-BLAST to be separated by at least one intron (http://www.ncbi.nlm.nih.gov/tools/primer-blast/). Expression data was normalized relative to beta actin for each sample, using cDNA produced as described above, without PCR amplification. Q-PCR was performed in a Perkin-Elmer thermocycler with the following conditions: 95C 1 min, 98C 20 sec, 60C 1 min, repeated for 40 cycles.

## Results and Discussion

### Purification of Melanocytes, Iridophores, and RPE from Whole Embryos to Generate Cell-specific Gene Expression Data

At three days post fertilization (dpf), melanocytes, iridophores, and the RPE are readily visible in zebrafish. Melanocytes are extensively dendritic, and identifiable due to the presence of black melanin. Iridophores are round reflective cells, easily seen with a microscope using incident light. The RPE is present in the eyes as a hexagonally packed layer of melanized cells. However, the percentage of melanocytes, iridophores, and RPE compared to all other cells in the fish is less than 1%, making cell-specific gene expression analysis from the whole organism difficult. Aided by a previously reported method using density gradient centrifugation to isolate melanocytes from the caudal fins of Blackmoor goldfish [20], we developed a simple procedure to rapidly purify these pigmented cells from zebrafish embryos. This procedure relies on the inherent densities of the melanin-filled melanocytes and RPE, and the guanine-filled iridophores. In brief, cells are enzymatically dissociated from intact fish, enriched for pigment cells via density gradient centrifugation, and sorted by flow cytometry using the autoflourescent property of iridophores (Figure 1). The other pigment cells in zebrafish, the pteridine-containing xanthophores, do not pass through the density gradient and are not isolated by this method. Following cell purification, mRNA is isolated and Illumina libraries are constructed from cDNA (Figure 2). 

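Melanocytes, iridophores and RPE, the pigmented epithelium of the retina, were each isolated from zebrafish embryos and larvae, and each independently isolated sample gave 1 mRNA library. The 11 melanocyte libraries came from animals of 58 to 116 hpf, the 5 iridophore libraries from 58 to 97 hpf and the 5 RPE libraries from 77 to 143 hpf; whole embryos gave 1 library, sequenced in 3 runs. Each library held 2501133 to 31383757 sequence tags in melanocytes (median 4853393), 2693356 to 7608005 in iridophores (median 2929728), 5425169 to 14299250 in RPE (median 9185499; the lowest, RPE 1, by subtraction from the paper's total) and 68724706 in whole embryos. The authors aligned these tags with Novoalign to 25102 non-redundant zebrafish cDNA records and divided the uniquely aligned tags of each gene by cDNA length and sequencing depth, which gave the deposited RPKM values used here. In the 13 libraries of 1 run whose smallest steps could be read, the RPKM followed the total tags, not the uniquely aligned tags; the latter were 34.6% of the tags in whole embryos and 55.6 to 84.9% in the pigment cells. A single read at the median length of 1751 nt makes 0.0182 to 0.228 RPKM in a pigment cell library. For tests, log2(RPKM + 1) was fitted with limma over the 21 pigment cell libraries for the 10691 genes that passed a minimum, and p-values were adjusted over these genes by the method of Benjamini and Hochberg. The p-values measure the spread between separately isolated samples. Means are given ± SD over libraries; a log2 difference on the log2(RPKM + 1) scale understates the change of a gene near 0 RPKM. The embryo library has no replicate, so only a fold is given for it. Of the 21 libraries, 10 carry run code 351 and 11 carry run code 440 alone; 1 of 5 iridophore libraries carries 351.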

We purified melanocytes, iridophores, and RPE as described above and performed mRNA sequencing for 11, 5, and 5 independently isolated samples, respectively. In order to confirm the quality of our cell specific libraries, we assembled a list of genes known to be expressed in melanocytes, iridophores, and RPE. 

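Of the genes known from melanocytes, *mlphb*, *gch2* and *kita* were all higher in melanocytes than in iridophores at an adjusted p under 0.05 (3 of 3 when adjusted over the list alone). The melanophilin gene *mlphb*, on chromosome 6 of Zv9 from 15505819 to 15541514, was 188 ± 160.2 RPKM (SD, n = 11) in melanocytes, 1.39 ± 1.27 RPKM (SD, n = 5) in iridophores and 7.96 ± 10.9 RPKM (SD, n = 5) in RPE, and was listed at 0 in whole embryos. It was higher in melanocytes than in iridophores (adjusted p = 2e-05) and than in RPE (adjusted p = 0.0047); against RPE of 25 C alone the latter adjusted p was 0.2. The kit receptor gene *kita*, on chromosome 20 of Zv9 from 22403310 to 22445479, was 3.78 ± 4.03 RPKM in melanocytes, 0.022 ± 0.0492 RPKM in iridophores and 0.394 ± 0.352 RPKM in RPE (adjusted p = 0.0048 against iridophores and 0.12 against RPE, the latter 0.047 without melanocyte 1). The GTP cyclohydrolase gene *gch2* was 54.2 ± 43.4 RPKM in melanocytes and 9.81 ± 9.09 RPKM in RPE (adjusted p = 0.037), a call that ended without any 1 of melanocytes 2, 4, 5, 6, 7, 8 and 9 and RPE 1, 3, 4 and 5 (adjusted p = 0.051 to 0.1) and with RPE of 25 C alone (adjusted p = 0.33). The genes of melanin synthesis *pmela*, *dct* and *tyrp1b* were all lower in iridophores than in either other type, and 0 of 3 differed between melanocytes and RPE in limma (3 higher in melanocytes when adjusted over the list alone).

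The iridophore genes *ltk*, *ednrb1* and *atic* were higher in iridophores than in both other types, 3 of 3 in each comparison. The purine enzyme *atic* was 467 ± 224 RPKM (SD, n = 5) in iridophores, 7.60 ± 4.16 RPKM (SD, n = 11) in melanocytes and 9.63 ± 9.41 RPKM (SD, n = 5) in RPE. The RPE genes *pax6a*, *nr2e1* and *myo7ab* were all lower in iridophores than in RPE, and *pax6a* alone was higher in RPE than in melanocytes (3 of 3 when adjusted over the list alone). In RPE *pax6a* was 47.5 ± 39.1 RPKM against 10.0 ± 8.17 RPKM in melanocytes and 0.724 ± 0.633 RPKM in iridophores; its difference from melanocytes (adjusted p = 0.03) did not pass without melanocyte 8, RPE 3 or RPE 5 (adjusted p = 0.053 to 0.072) or with RPE of 25 C alone (adjusted p = 0.3). RPE held 2.41 ± 2.33 RPKM of *nr2e1*, against 0.746 ± 0.977 RPKM in melanocytes, and its call over iridophores (adjusted p = 0.014) ended without RPE 3 or 5 (adjusted p = 0.051 to 0.052). The neural crest genes *sox10* and *foxd3* were higher in iridophores than in RPE, and the third, *snai2*, was not (3 of 3 when adjusted over the list alone). The call of *foxd3* (adjusted p = 0.0045 from limma) did not hold with RPE of 25 C only (adjusted p = 0.073). As sets, the iridophore genes (adjusted p = 0.013 from camera with an estimated correlation) and the melanin genes against melanocytes (adjusted p = 0.032) passed, while the melanin genes against RPE (adjusted p = 0.069) and the melanocyte genes did not (adjusted p = 0.11 against iridophores and 0.054 against RPE). The study chose these genes for Table 1, so the counts are not independent evidence.

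**Figure D1:**
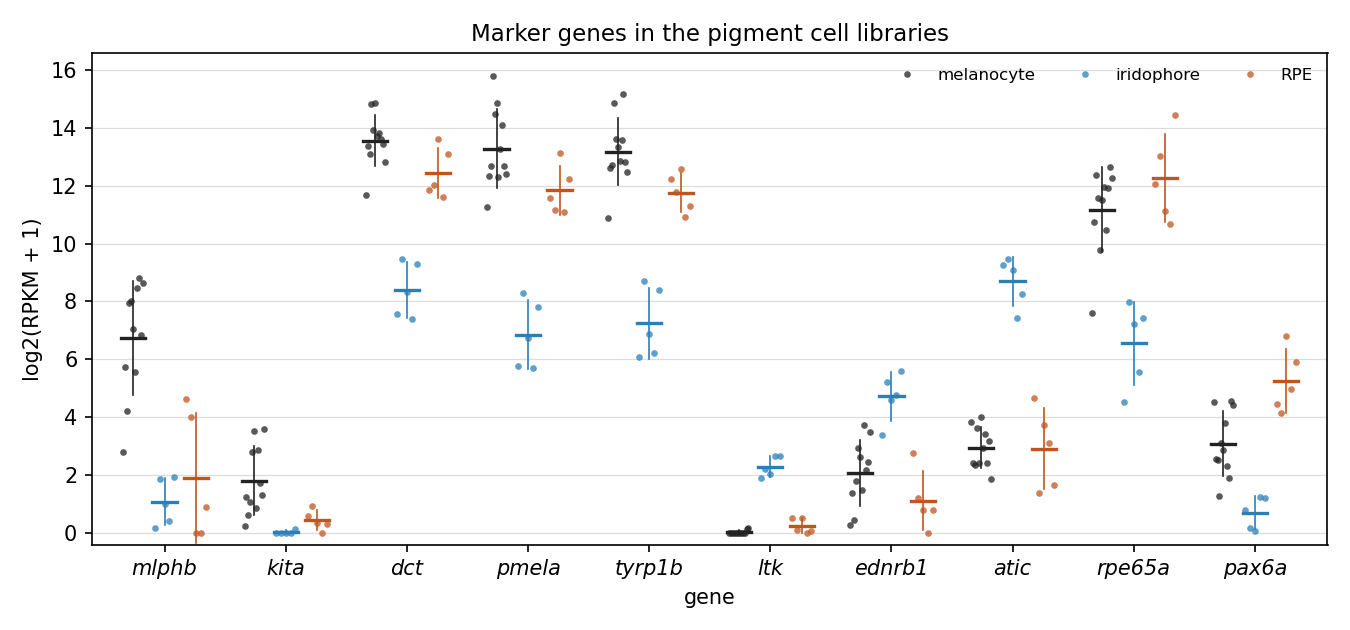
Expression as log2(RPKM + 1) on the vertical axis of 10 known genes in melanocyte (black), iridophore (blue) and RPE (orange) libraries, with 1 dot per library, a thick bar at the mean and a thin line at ±1 SD. The mean of *atic* is 467 RPKM in iridophores and 7.60 RPKM in melanocytes.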

When we compared expression of these genes in our cDNA libraries to this control list, we observed expression corresponding to each cell type (Table 1). Furthermore, we also found good correlation for fold changes determined by qPCR of independently prepared biological samples and those determined by our RNA-seq data, indicating our RNA-seq fold change calculations between pigment cell types are realistic values (Figure S4). For instance, *ltk*, known to be a marker of iridophores, is highly enriched in iridophores compared to melanocytes (red square with x in Figure S4) [27]. Similarly, we find *dct*, a known requirement for melanogenesis, to be highly enriched in melanocytes and RPE relative to iridophores. 

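The leukocyte tyrosine kinase receptor gene *ltk* was 4.02 ± 1.23 RPKM (SD, n = 5) in iridophores, 0.0209 ± 0.0478 RPKM (SD, n = 11) in melanocytes and 0.202 ± 0.219 RPKM (SD, n = 5) in RPE. Iridophores exceeded melanocytes with a log2 difference of 2.27 (standard error 0.19, adjusted p = 7.4e-10) and RPE with a log2 difference of 2.05 (standard error 0.22, adjusted p = 1.3e-07), the log2 scale being that of RPKM + 1. Every iridophore library stood above every melanocyte and RPE library. In melanocytes, the values of 0 to 0.14 RPKM are of the size of a few reads per library, so the ratio of means is imprecise. Whole embryos were at 0.16 RPKM.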

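The dopachrome tautomerase gene *dct*, on chromosome 9 of Zv9 from 55311304 to 55336342, was 14130 ± 8299 RPKM (SD, n = 11) in melanocytes, 6407 ± 4006 RPKM (SD, n = 5) in RPE and 402 ± 253 RPKM (SD, n = 5) in iridophores. Iridophores minus melanocytes gave a log2 difference of -5.15 (standard error 0.45, adjusted p = 2.3e-09), and iridophores minus RPE a log2 difference of -4.02 (standard error 0.53, adjusted p = 3.2e-06). The difference between melanocytes and RPE did not pass in limma (log2 difference of 1.13, adjusted p = 0.2). The embryo library held 0.65 RPKM.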

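The isomerohydrolase gene *rpe65a* of the visual cycle was 7726 ± 8516 RPKM (SD, n = 5) in RPE, 3130 ± 1952 RPKM (SD, n = 11) in melanocytes and 128 ± 94.5 RPKM (SD, n = 5) in iridophores. The difference between melanocytes and RPE did not pass in limma (melanocytes minus RPE, log2 difference of -1.10, adjusted p = 0.46). Of simulated genes with a log2 change of 1 between these cell types 2% were called, so a missing call does not show equal levels. Iridophores were lower than melanocytes (adjusted p = 1.7e-05) and than RPE (adjusted p = 1.2e-05). Of 22 genes of the visual cycle and RPE listed before the data were examined, 0 differed between melanocytes and RPE in limma, also when adjusted over the list alone (4 at an unadjusted p under 0.05: 1 higher and 3 lower in melanocytes). In iridophores, 14 of the 22 were lower than in melanocytes and 3 higher (15 and 3 when adjusted over the list alone), with *stra6*, *rlbp1b* and *lratl* the largest; against RPE, 15 were lower and 2 higher. Against melanocytes the set's adjusted p was 4.2e-09 from camera, and with an estimated correlation it was 0.058. The 26 eye genes of at least 10 RPKM in RPE were at 18.07 to 178% of their RPE level in melanocytes, with a median of 63.3%. Whole embryos were at 0.65 RPKM of *rpe65a*.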

Interestingly, we also find *rpe65a*, well-known to be expressed in RPE, to also be expressed by melanocytes. This is not entirely surprising, as RPE65 is known to be present in keratinocytes, melanocytes, and melanoma, in addition to the RPE [46], [47]. Thus, using this method, cDNA from melanocytes, iridophores, and RPE can be generated concomitantly from thousands of whole zebrafish embryos in a single day. The development of a fast and robust method for purifying these pigment cells greatly simplifies the production of multiple biological replicates needed for informative analysis of high-throughput expression data.

**Table 1:** Candidate control genes are differentially expressed.

	RPKM Counts			Student’s T-test p-Values		
	Melanocyte	RPE	Iridophore	Melanocyte vs. RPE	Melanocyte vs. Iridophore	RPE vs. Iridophore
**Melanocyte Genes**						
*gch2*	54.25	9.81	1.58	0.007	0.002	0.113
*mlphb*	187.84	7.96	1.39	0.004	0.003	0.251
*kita*	3.78	0.39	0.02	0.019	0.011	0.076
**Melanin Synthesis**						
*pmela*	15177.25	4244.20	148.90	0.051	0.011	0.031
*dct*	14134.12	6406.98	402.47	0.025	0.000	0.028
*tyrp1b*	12354.09	3769.95	200.99	0.026	0.004	0.009
**Iridophore Genes**						
*atic*	7.60	9.63	467.16	0.664	0.010	0.010
*ednrb1*	4.44	1.72	28.63	0.110	0.018	0.013
*ltk*	0.02	0.20	4.02	0.138	0.002	0.002
**Neural Crest**						
*sox10*	7.57	1.76	13.00	0.010	0.078	0.005
*foxd3*	3.03	0.35	6.41	0.012	0.237	0.063
*snai2*	4.26	0.79	4.08	0.016	0.904	0.020
**RPE Genes**						
*pax6a*	10.04	47.48	0.73	0.098	0.004	0.055
*nr2e1*	0.75	2.41	0.05	0.189	0.041	0.086
*myo7ab*	1.89	3.32	0.15	0.050	0.001	0.003

Selected genes indicative of pigment cell identity or shared functions are shown.

### Analysis of Gene Expression in Melanocytes, Iridophores, and Retinal Pigmented Epithelium

We first aimed to use our RNA-seq data to identify the total number of genes expressed in each of the pigment cell types. To eliminate low-level background expression, we applied a baseline expression threshold of 1 read per kilobase of transcript per million reads (1 RPKM). We chose this threshold based on the ability to detect expression of known pigmentation and neural crest genes. For example, we found *mc1r*, *kita*, and *foxd3* to have RPKM values in melanocytes of 2.2 and 3.8, and 3.0, respectively (Table 1). Furthermore, we detected more than 95% of the genes expressed at 1 RPKM with a sequencing depth of approximately one million reads per library, which established our sequencing depth threshold (Figure S5). 

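The melanocortin receptor gene *mc1r*, on chromosome 18 of Zv9 from 31115167 to 31116199, was 2.18 ± 2.32 RPKM (SD, n = 11) in melanocytes, 3.96 ± 1.10 RPKM (SD, n = 5) in iridophores and 0.076 ± 0.170 RPKM (SD, n = 5) in RPE. The forkhead gene *foxd3*, on chromosome 6 of Zv9 from 31784202 to 31786000, was 3.03 ± 2.89 RPKM in melanocytes, 6.42 ± 5.31 RPKM in iridophores and 0.354 ± 0.412 RPKM in RPE. In the single melanocyte libraries, *kita* ranged from 0.19 to 11.0 RPKM, *mc1r* from 0 to 7.77 RPKM and *foxd3* from 0.57 to 10.3 RPKM, so each was below 1 RPKM in at least 1 library. These spreads of the size of the mean are between separately isolated samples.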

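In melanocytes, 8473 genes had a mean of at least 1 RPKM, in iridophores 8101 and in RPE 9060. Of these, 6494 were at that level in all 3 cell types, 378 in melanocytes alone, 850 in iridophores alone and 1014 in RPE alone. With at least 1 RPKM required in every library of the type, 4017 genes remained in melanocytes, 4749 in iridophores and 4421 in RPE. At a mean of 5 RPKM, 3706, 3653 and 3763 genes remained, respectively. Leaving out 1 library moved the count to 8297 to 8622 in melanocytes, 7977 to 8120 in iridophores and 8768 to 9202 in RPE. Single melanocyte libraries held 5994 to 9067 genes at 1 RPKM, single iridophore libraries 7128 to 8300 and single RPE libraries 7106 to 9124.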

Using this baseline threshold of 1 RPKM, we found 8,472 genes are expressed by melanocytes, 8,096 by iridophores, and 9,053 by the RPE (See Table S5 for the averaged RPKMs and T-test values). To put this into perspective, we also aligned over 700 million cDNA tags generated by the Stemple laboratory [48] from a variety of embryonic stages and adult tissues. We found this mixed data set revealed expression of at least 1 RPKM for 20,548 gene entries from our database of 25,102 unique coding sequences (Not shown). These results indicate our non-redundant database is a reasonable approximation of the protein-coding transcriptome in zebrafish, and conclude that 30–40% of all genes are appreciably expressed (>1 RPKM) by these specific cell types.

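The genes at a mean of at least 1 RPKM made up 33.8% of the 25102 records in melanocytes, 32.3% in iridophores and 36.1% in RPE. The whole-embryo library had 11678 genes at this level and 4497 genes listed at 0. The 10 genes with the highest values held 21.6 to 42.6% of all RPKM in melanocyte libraries, 22.2 to 28.9% in iridophore libraries, 24.8 to 64.5% in RPE libraries and 8.1% in whole embryos. The highest of these shares was that of RPE 4, and its top gene was the hemoglobin gene *hbae3*. The mixed set of embryonic stages and adult tissues was not analysed here.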

### Melanocyte, Iridophore, and RPE Gene Expression is Correlated Compared to Whole Embryos

Having obtained gene expression data for these pigment cells, we set out to identify signatures of pigment cell functions from the data sets. We reasoned that genes co-enriched among pigment cell types would indicate shared pigment cell functions. As an initial assessment of the similarity of gene expression between melanocytes, RPE, and iridophores, we applied Pearson’s Product-Moment Correlation test to the datasets. Because correlation values can be artificially skewed by outlying data points [49], we calculated the average correlation from 24,102 overlapping windows of 1000 genes, sorted by increasing whole embryo expression (Figure S6). 

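Over 24103 windows of 1000 genes ordered by their value in whole embryos, the mean Pearson's r between the mean RPKM of melanocytes and of RPE was 0.877. The windows ranged from 0.291 to 1.000 with a median of 0.928. Single libraries of either type set against the mean of the other gave 0.637 to 0.857, and leaving out 1 library gave 0.836 (without melanocyte 1) to 0.884. Without windows, r over all genes was 0.695. On log2(RPKM + 1), single libraries of both types gave r of 0.674 to 0.883 (median 0.815), against 0.688 to 0.962 (median 0.869) between melanocyte libraries. These correlations are across genes, which are not independent replicates.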

Using this metric, we found the melanin-producing melanocytes and RPE were the most highly correlated (r = 0.90). 

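Melanocytes and iridophores had a mean windowed r of 0.465, with windows from 0.0521 to 0.988. Single libraries against the mean of the other type gave 0.33 to 0.487. On log2(RPKM + 1) the windowed r was 0.726, by Spearman's rank correlation it was 0.742, and over all genes without windows it was 0.83. Without windows this pair thus had a higher r than melanocytes and RPE, the reverse of the order with windows. Single libraries of both types gave r of 0.642 to 0.818 (median 0.766) on the log2 scale, against 0.84 to 0.946 (median 0.902) between iridophore libraries.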

The neural crest-derived melanocytes and iridophores were modestly correlated (r = 0.52). 

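For RPE and iridophores the mean windowed r was 0.433, with windows from 0.0137 to 0.988 and single libraries against the other mean from 0.31 to 0.473. It was 0.693 on log2(RPKM + 1), 0.695 by Spearman's rank correlation and 0.572 over all genes without windows. Single RPE and iridophore libraries gave r of 0.632 to 0.753 (median 0.713) on the log2 scale, and single RPE libraries 0.695 to 0.878 (median 0.803) between each other.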

RPE and iridophores were also modestly correlated (r = 0.49). We expected the correlation to be dramatically lower when comparing a single purified cell type to whole embryos than when comparing two purified pigment cell types to each other. We thus determined the correlations of each pigment cell type to mRNA-seq data from whole 3dpf zebrafish. 

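Against the 1 library of whole embryos, the mean windowed r was 0.0171 for melanocytes, 0.0162 for RPE and 0.0204 for iridophores. The SD between single libraries was 0.0023 for melanocytes (n = 11), 0.0027 for RPE (n = 5) and 0.0015 for iridophores (n = 5). Since the genes were ordered by their embryo values, each window spans a narrow range of those values; over all genes without windows, r was 0.14 for melanocytes, 0.0991 for RPE and 0.174 for iridophores. The 3498 windows in which all embryo values are equal have no r and were left out. With equal embryo values in the reverse order of the records, the mean r was 0.0102, 0.0106 and 0.011.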

By this general assessment, melanocytes, RPE, and iridophores are distinct from whole embryos, with average correlation values less than 0.02. Presumably, this low value (0.02) reflects the baseline correlation component from expression of housekeeping genes shared by all cells, and greater values (0.4–0.9) reflect shared specific gene expression among the pigment cell types.

### Gene Expression Indicative of a Pigment Cell Identity

These correlations described above suggest there are genes enriched in all three pigment cell types that are generally indicative of pigment cell identity. It is not clear *a priori* which genes should be shared by different pigment cell types. In order to construct an informative set of genes for this purpose, we searched for those that are expressed within a 2-fold change of each other at a minimum of 4 RPKM, and at least 100-fold greater than whole 3dpf embryos. We found 28 genes fulfilled these criteria (Table 2). 

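Of the 25102 records, 28 met these criteria, from *rpl26* at 22350 RPKM in melanocytes to *zgc:136564* at 5.94 RPKM. The 28 were those of Table 2 and included 5 ribosomal protein genes (*rpl26*, *rps17*, *rps2*, *rpl27a* and *rps26l*), the albino gene *slc45a2*, the transcriptional regulators *her9* and *hbp1*, and *igf2bp2b*. In limma, *her9* (126 ± 63.9 RPKM (SD, n = 11) in melanocytes, 121 ± 57.7 RPKM (SD, n = 5) in iridophores and 85.2 ± 29.2 RPKM (SD, n = 5) in RPE) and *igf2bp2b* (134 ± 47.2 RPKM, 129 ± 26.6 RPKM and 97.9 ± 42.5 RPKM) did not differ between the pigment cell types. At 50-fold over embryos 59 genes met the criteria, at 200-fold 9, and with RPKM scaled to the uniquely aligned tags 13. Leaving out 1 library gave 24 to 33 genes. The embryo library, with no replicate, decides the fold of every one of these genes. The *LOC100535047* mean of iridophores includes iridophore 1 at 24.69 RPKM, with the other 4 at 115 to 209 RPKM, and *LOC100334991* was listed at 0 in iridophore 2.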

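The ribosomal protein gene *rpl26* was 22350 ± 19840 RPKM (SD, n = 11) in melanocytes, 23530 ± 4921 RPKM (SD, n = 5) in iridophores and 19690 ± 10620 RPKM (SD, n = 5) in RPE. Next, *rps17* was 12680 ± 6965 RPKM, 16940 ± 3490 RPKM and 10420 ± 4295 RPKM in the same order, *rps2* was 12520 ± 6793 RPKM, 12380 ± 1684 RPKM and 9307 ± 5652 RPKM, and *rpl27a* was 6507 ± 4460 RPKM, 8537 ± 1878 RPKM and 5853 ± 2132 RPKM. In whole embryos these genes were at 87.2, 59.9, 89.4 and 48.5 RPKM. None of the 4 differed between the pigment cell types at an adjusted p under 0.05. Of 70 tested genes of the ribosomal protein list, which includes kinase genes such as *rps6ka1*, 14 were higher in iridophores than in melanocytes and 0 lower (14 when adjusted over the list alone), among them *rpl36* and *rps15a*; 4 were higher with run code as a covariate, 2 after quantile normalization and 3 with cells of 77 hpf only. The gene *rps15a* is among those whose libraries of run code 440 all exceed those of code 351, and its call (adjusted p = 0.03) ended without any 1 of iridophores 1, 3, 4 and 5 (adjusted p = 0.053 to 0.093), after quantile normalization (0.066) and with cells of 77 hpf only (0.066). Against RPE, 13 were higher in iridophores (9 when adjusted over the list alone; 4 with RPE of 25 C only), and between melanocytes and RPE 0 differed in limma (4 at an unadjusted p under 0.05). The set's adjusted p from camera was 1.1e-05 against melanocytes, and with an estimated correlation it was 0.36.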

Remarkably, 4 of the top 5 highest expressed genes on this list are ribosomal proteins. Pigment cell enrichment of ribosomal components is not surprising, considering several mouse coat color mutants are ribosomal proteins, although they are not the ribosomal components enriched here [50]–[53]. We also find the zebrafish *albino* gene (*slc45a2*) to be among the highest expressed genes in each of these pigment cell types [54], [55]. 

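The transporter gene *slc45a2* was 4416 ± 3179 RPKM (SD, n = 11) in melanocytes, 2801 ± 1276 RPKM (SD, n = 5) in iridophores and 2376 ± 1527 RPKM (SD, n = 5) in RPE. The log2 difference between iridophores and melanocytes was -0.50 (adjusted p = 0.47) and that between iridophores and RPE 0.37 (adjusted p = 0.65), neither larger than the spread between libraries. In whole embryos it was 0.2 RPKM. In iridophores its mean was above that of *dct* or any other melanin gene of Table 1.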

The expression of *slc45a2* in iridophores is interesting, considering *albino* fish are not reported to have an iridophore defect. One possibility is that SLC45A2 performs a common role for organelle pH homeostasis in pigment cells. However, *in situ* analysis reveals no enriched expression in xanthophores, suggesting that *slc45a2* expression is not shared by all pigment cells [55]. This list of co-expressed genes also contains several other unexpected members, including the Jak-STAT cytokine receptor *crfb5*, and the BAX-inhibitor protein *ghitm*. It is not clear what roles these genes play in pigment cells, but this list provides a starting point for understanding their shared functions in pigment cell biology.

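The cytokine receptor gene *crfb5* was 238 ± 103 RPKM (SD, n = 11) in melanocytes, 302 ± 211 RPKM (SD, n = 5) in iridophores and 329 ± 258 RPKM (SD, n = 5) in RPE, and 1.19 RPKM in whole embryos. The gene *ghitm* was 134 ± 62.7 RPKM, 162 ± 39.8 RPKM and 119.8 ± 50.6 RPKM in the same order, and 0.99 RPKM in whole embryos. Neither gene was called between any pair of pigment cell types in limma (iridophores minus melanocytes, adjusted p = 0.78 for *crfb5* and 0.5 for *ghitm*).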

**Table 2:** Shared gene expression among melanocyte, RPE, and iridophore.

Gene	Melanocyte	RPE	Iridophore	Embryo	Notes
*rpl26*	22354.26	19692.74	23528.06	87.23	Ribosomal protein
*rps17*	12677.82	10420.73	16940.17	59.88	Diamond-Blackfan Anemia [90]
*rps2*	12516.82	9306.57	12379.31	89.39	Ribosomal protein
*rpl27a*	6506.97	5852.65	8537.27	48.50	Ribosomal protein
*slc45a2*	4415.88	2376.16	2801.48	0.20	*albino* locus [54], [55]
*rps26l*	2338.29	2362.00	2596.78	23.08	Ribosomal protein
*ppp1r21*	263.06	227.24	202.38	1.77	Protein phosphatase
*crfb5*	237.93	329.44	301.82	1.19	Jak-STAT cytokine receptor
*LOC100535047*	217.00	212.13	135.05	0.40	Uncharacterized
*dhdh*	201.46	185.72	161.64	1.52	dihydrodiol dehydrogenase
*cyhr1*	150.55	157.36	138.95	0.87	cysteine/histidine-rich 1
*igf2bp2b*	133.81	97.93	128.56	0.75	mRNA-binding protein
*ghitm*	133.71	119.78	162.37	0.99	BAX inhibitor protein family
*her9*	126.24	85.17	120.90	0.71	NOTCH pathway
*fam168a*	89.26	78.21	73.66	0.44	Chemoresistance [91]
*comtb*	81.11	55.05	70.61	0.32	Dopamine degradation
*fkbp3*	75.26	59.48	79.66	0.01	Rapamycin binding protein
*mtbl*	65.94	36.58	48.31	0.32	Heavy metal resistance [92]
*pard3b*	53.47	62.57	46.53	0.38	Cell-cycle
*hbp1*	41.93	50.61	52.08	0.12	SOX-TCF-HMG family transcription factor
*zgc:158345*	31.67	43.92	59.38	0.31	Tyrosine phosphatase, PTEN C2 domain
*ccdc85al*	31.26	34.99	40.96	0.13	Uncharacterized, coiled-coil protein
*grma*	17.17	18.26	28.83	0.10	Glutamate receptor, GPCR
*mbd2*	16.57	16.03	16.31	0.13	Binds methylated DNA
*triobpl*	14.28	16.86	12.85	0.01	TRIOBP-like, actin organization [93]
*rnd2*	14.23	10.66	12.26	0.00	Rho GTPase, neurite branching [94]
*LOC100334991*	10.17	7.87	10.08	0.03	Uncharacterized
*zgc:136564*	5.94	9.00	5.30	0.04	C9orf64 homologue, unknown function

Shown are RPKM values for genes co-enriched among the three pigment cell types at a level 100-fold greater than whole embryos, within a 2-fold change of each other, with a minimum RPKM of 4.

### Gene Expression Indicative of Cellular Function or Developmental Origin

We were also interested to identify genes that were enriched in only two pigment cell types that would reveal shared function or developmental origin. For this analysis, we filtered for shared expression of genes in two cell types at least 2-fold over the third cell type, where differences exceeded a significance of p<0.05. Upon validation of expression differences via qPCR between pigment cell genes and whole embryos, we found a systematic bias of overcalling the fold changes between pigment cell values and whole embryos (Figure S7). Based on this result, we also required an 8-fold greater than embryo expression threshold for co-enrichment and cell-specific genes, as discussed below. 

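Genes were taken as shared by a pair of cell types when both were higher than the third at an adjusted p under 0.05 from limma, at least 2-fold in means and at least 8-fold over whole embryos. Melanocytes and RPE shared 197 genes of Table S6 and 121 others, and melanocytes and iridophores shared 15 genes. The first set held the melanin genes *dct*, *pmela* and *tyrp1b*, the retinoid genes *rlbp1b* and *stra6* and the regulator *mab21l2*. In melanocytes *mab21l2* was 120.2 ± 108 RPKM (SD, n = 11), in RPE 176 ± 109.9 RPKM (SD, n = 5) and in iridophores 2.97 ± 1.49 RPKM (SD, n = 5) (adjusted p = 2.8e-06 for iridophores against melanocytes). The second held *crestin*, *pcdh10a*, *rxrga*, *cdk15*, *syngr2l* and *si:dkey-72l14.7*; *syngr2l*, on chromosome 11 of Zv9 from 45891512 to 45900335, was 86.6 ± 89.5 RPKM, 5.73 ± 3.62 RPKM and 50.7 ± 11.5 RPKM in the same order (adjusted p = 0.0035 for melanocytes against RPE). By an unadjusted p under 0.05 from the study's per-gene test on RPKM the sets held 213 and 62 genes. The second set moved with single libraries, from 6 genes without RPE 4 to 33 without melanocyte 1, and with no minimum on low values it held 6. Both contrasts of the first set share the iridophore libraries: 639 genes passed in both, of 1065 higher in melanocytes and 1157 higher in RPE, against 115.3 for independent calls. With 2 iridophore libraries in 1 contrast and the other 3 in the second, each in its own fit, 205 to 260 passed in both; fewer libraries per fit may lower this count as well.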

Using these criteria, we found 214 genes were enriched in both melanocytes and RPE but not iridophores (Table S6), and 62 genes enriched in melanocytes and iridophores but not RPE (Table S7). Given that the RPE and iridophores do not share a pigment-type production or developmental origin, we expected fewer genes to be co-enriched in these cells, but not expressed by neural-crest melanocytes. Only one gene, *alcama* (also *dm-grasp* or *neurolin-a*), the target of the zn-5/8 monoclonal antibody [56], [57] was enriched in both RPE and iridophores when compared to melanocytes and whole embryos (Table S8). This is consistent with the notion there are few specific functions shared only between iridophores and RPE. It is intriguing that *alcama* has been found to mediate endothelin 1 signaling in cartilage development [58]. 

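The cell adhesion gene *alcama*, on chromosome 10 of Zv9 from 29413530 to 29443326, was 114 ± 51.5 RPKM (SD, n = 5) in iridophores, 15.8 ± 6.16 RPKM (SD, n = 5) in RPE and 6.21 ± 6.79 RPKM (SD, n = 11) in melanocytes, and 0.8 RPKM in whole embryos. Iridophores were higher than melanocytes (18.3-fold, adjusted p = 1.3e-06) and also higher than RPE (7.18-fold, adjusted p = 0.004). RPE exceeded melanocytes 2.55-fold in means, which did not pass in limma (adjusted p = 0.12); it passed with run code as a covariate (adjusted p = 0.039), with values scaled by the median ratio (adjusted p = 0.047) and with melanocytes and iridophores of 77 hpf only (adjusted p = 0.019). By the limma criteria 1 gene, *LOC555504*, was higher in both RPE (mean 4.09 RPKM) and iridophores (3.55 RPKM) than in melanocytes (0.601 RPKM); it was chosen after its values were seen. This set held 0 genes without RPE 2 and 5 without melanocyte 10.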

Relatedly, endothelin receptor (*ednrb1*) signaling is required for iridophore development in zebrafish [5]. It will be interesting to know whether *alcama* mutations have functional consequences in the iridophore or the RPE. Therefore, we suggest these lists of co-expressed genes are likely enriched for common metabolic functions, in the case of melanocytes and RPE, or developmental origins, in the case of melanocytes and iridophores.

### Melanocyte and RPE Co-Expression

Due to their shared function of producing melanin and melanosomes, we expected many genes to be shared between melanocytes and the RPE when compared to iridophores. We found 214 genes that fit our parameters for shared enrichment (Table S6). As expected, there are many genes present involved in melanin synthesis and melanosome biogenesis, including *pmela*, *dct*, *tyrp1b*, *tyrp1*, *pah*, and *slc24a5*. 

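The melanosome gene *pmela*, on chromosome 11 of Zv9 from 3234969 to 3252091, was 15180 ± 16090 RPKM (SD, n = 11) in melanocytes, 4244 ± 2821 RPKM (SD, n = 5) in RPE and 149 ± 116 RPKM (SD, n = 5) in iridophores, 102-fold lower in iridophores than in melanocytes (adjusted p = 4.7e-09) and 28.5-fold lower than in RPE (adjusted p = 6.9e-06). The tyrosinase-related gene *tyrp1b* was 12350 ± 10750 RPKM, 3770 ± 1688 RPKM and 201 ± 162 RPKM in the same order, and *tyrp1* was 2547 ± 1489 RPKM, 1474 ± 1041 RPKM and 71.5 ± 82.3 RPKM. For *pah* the values were 1082 ± 612 RPKM, 485 ± 338 RPKM and 35.8 ± 36.2 RPKM, and for the golden gene *slc24a5* they were 83.8 ± 70.4 RPKM, 34.7 ± 19.5 RPKM and 1.56 ± 1.40 RPKM. All were lower in iridophores than in both other types, at adjusted p from 3.4e-09 for *tyrp1b* to 3e-08 for *pah* against melanocytes. Of 28 genes of melanin synthesis and the melanosome, 14 were lower in iridophores than in melanocytes, 4 were higher and 10 did not pass (14 and 6 when adjusted over the list alone; 12 lower and none higher in limma with cells of 77 hpf only). The largest decreases were those of *pmela*, *mitfa*, *tyrp1b* and *tyrp1*. Against RPE, 12 were lower and 7 higher in iridophores; between melanocytes and RPE, 2 of 28 were higher in melanocytes (4 and 1 lower when adjusted over the list alone). The set's adjusted p against melanocytes was 6.2e-06 from camera, and with an estimated correlation it was 0.31.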

There are several transcription factors in this enrichment group, including three forkhead box (*foxo1b*, *foxp4*, and *foxg1b*) and five homeobox-containing transcription factors (*hmx1*, *hmx4*, *otx1a*, *otx2*, and *otx5*). 

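The forkhead gene *foxp4* was 40.0 ± 18.7 RPKM (SD, n = 11) in melanocytes, 84.0 ± 60.0 RPKM (SD, n = 5) in RPE and 1.78 ± 1.46 RPKM (SD, n = 5) in iridophores, and *foxg1b* was 39.7 ± 27.3 RPKM, 64.0 ± 39.6 RPKM and 2.38 ± 1.37 RPKM. The lowest of the forkhead genes, *foxo1b*, was 1.70 ± 1.35 RPKM, 2.09 ± 1.24 RPKM and 0.098 ± 0.219 RPKM; its difference between iridophores and melanocytes (adjusted p = 0.02) did not pass with melanocytes and iridophores of 77 hpf only (adjusted p = 0.15), and that from RPE (adjusted p = 0.014) did not pass with these (0.086) or with RPE of 25 C only (0.087). The homeobox genes *otx1a* (10.8 ± 4.93 RPKM in melanocytes, 20.0 ± 14.7 RPKM in RPE and 0.266 ± 0.400 RPKM in iridophores), *otx2* (11.6 ± 7.15 RPKM, 19.3 ± 10.1 RPKM and 0.284 ± 0.179 RPKM) and *otx5* (9.79 ± 6.02 RPKM, 14.2 ± 8.14 RPKM and 0.618 ± 0.695 RPKM) were each lower in iridophores than in either other type. So were *hmx1* (8.35 ± 5.84 RPKM, 13.0 ± 6.02 RPKM and 0.112 ± 0.175 RPKM) and *hmx4* (7.94 ± 4.19 RPKM, 5.33 ± 2.85 RPKM and 0.308 ± 0.423 RPKM) (adjusted p = 1.1e-05 against melanocytes for both). None of the 8 genes differed between melanocytes and RPE in limma. In whole embryos *hmx1*, *otx1a* and *otx5* were listed at 0.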

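The transcription factor gene *mitfa*, on chromosome 6 of Zv9 from 43331551 to 43364577, was 448 ± 273 RPKM (SD, n = 5) in RPE, 1122 ± 796 RPKM (SD, n = 11) in melanocytes and 16.2 ± 13.7 RPKM (SD, n = 5) in iridophores, and was listed at 0 in whole embryos. The difference between RPE and melanocytes did not pass in limma (melanocytes minus RPE, log2 difference of 1.3, adjusted p = 0.27). Iridophores were lower than melanocytes (69.2-fold in means, adjusted p = 6.9e-09) and lower than RPE (27.6-fold, adjusted p = 7.1e-06). Single RPE libraries ranged from 106 to 779 RPKM and single melanocyte libraries from 194 to 2646 RPKM.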

Although not required for RPE development in zebrafish, *mitfa* is expressed in the RPE at a relatively high level, consistent with the reported ability of *mitfa* to promote pigmented fate in zebrafish retinas [59]. However, as we find most of the other transcription factors co-enriched in melanocytes and RPE are expressed at lower levels, it is interesting to speculate that one or more of these factors are able to compensate for *mitfa* specifically in the RPE. Thus, this co-enrichment set may identify a more comprehensive list of genes for melanocyte and RPE identity and melanosome biogenesis.

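Besides the forkhead and homeobox genes, the eye field genes *mab21l1* (61.8 ± 48.0 RPKM (SD, n = 11) in melanocytes, 34.7 ± 15.8 RPKM (SD, n = 5) in RPE and 3.89 ± 1.39 RPKM (SD, n = 5) in iridophores) and *pax6b* (10.6 ± 10.4 RPKM, 29.2 ± 23.6 RPKM and 0.34 ± 0.383 RPKM) were lower in iridophores than in both other types. The gene *vax1* was 7.7 ± 11.0 RPKM in melanocytes and 20.6 ± 14.3 RPKM in RPE, and *six3b* was 1.40 ± 2.25 RPKM and 5.47 ± 4.04 RPKM; in iridophores both were lower than in RPE, and *vax1* was lower than in melanocytes only under some settings (adjusted p = 0.06; 0.0066 with run code as a covariate, 0.028 without melanocyte 6 and 0.041 without RPE 4). Of 25 eye field and RPE transcription factors, 13 were lower and 1 higher in iridophores than in melanocytes (16 and 1 when adjusted over the list alone), and 19 were lower than in RPE (21). Between melanocytes and RPE *pax6a* alone passed (2 lower in melanocytes when adjusted over the list alone). The set's adjusted p against RPE was 1.2e-11 from camera, and with an estimated correlation it was 0.056.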

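In iridophores, the retinaldehyde-binding gene *rlbp1b* was 48.2 ± 32.9 RPKM (SD, n = 5), against 1182 ± 551 RPKM (SD, n = 11) in melanocytes and 1213 ± 678 RPKM (SD, n = 5) in RPE. The retinoid gene *stra6* was 32.8 ± 27.8 RPKM, 703 ± 246 RPKM and 539 ± 349.8 RPKM in the same order, *rgra* was 27.2 ± 9.06 RPKM, 301 ± 282 RPKM and 504 ± 253 RPKM, and the melanosomal gene *oca2* was 1.63 ± 1.75 RPKM, 103 ± 61.0 RPKM and 57.0 ± 44.1 RPKM. Of genes in both melanocytes and RPE at least 10-fold over iridophores and whole embryos and at least 10 RPKM, 86 met the criteria. Relative to the melanocyte mean, the median of these 86 genes was 0.72% in iridophore 1, 8.21% in iridophore 2, 3.52% in iridophore 3, 1.46% in iridophore 4 and 6.63% in iridophore 5. Iridophore 2 was the highest of the iridophore libraries for 48 of the 86 genes, and iridophore 5 for 32. The Table 1 markers of melanocytes were at most 5.01% of the melanocyte mean in iridophore 2 and 4.47% in iridophore 5, in both for *dct*. The retinoid genes *rlbp1b* and *stra6* are also RPE genes, and the values of sorted cells do not tell a gene's own expression from cells of another type in the sample.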

An additional finding apparent from the 38 most highly expressed genes co-enriched in melanocytes and RPE is that iridophores also express these genes, albeit at a much lower level (Table 3). The close developmental lineage relationship between melanocytes and iridophores suggests a possible “leakiness” of specificity that may result in weak expression of melanocyte genes in iridophores. This possibility is supported by the observation that the *parade* zebrafish mutant contains pigment cells with both melanocyte and iridophore characteristics [22].

**Table 3:** Shared gene expression among melanocyte and RPE.

Gene	Melanocyte	RPE	Iridophore	Embryo	Notes
*pmela*	15177.25	4244.20	148.90	0.57	*Silver* mouse, *fading vision* zebrafish [95]
*dct*	14134.12	6406.98	402.47	0.65	Melanin synthesis
*tyrp1b*	12354.09	3769.95	200.99	1.13	Melanin synthesis
*tyrp1*	2546.87	1474.07	71.46	0.03	Melanin synthesis
*rlbp1b*	1181.62	1212.86	48.19	0.26	Retinaldehyde binding protein
*mitfa*	1122.44	448.53	16.22	0.00	Melanocyte master regulator
*pah*	1081.84	485.25	35.79	23.60	Melanin synthesis
*stra6*	703.09	539.15	32.81	3.00	Retinol metabolism
*rgra*	300.56	504.34	27.16	0.21	GPCR
*msnb*	254.08	217.35	11.10	0.45	FERM family, RDX homologue
*fam213ab*	217.86	160.16	12.32	0.28	Antioxidant enzyme
*rbp1a*	148.55	137.02	8.74	1.79	Retinol binding protein
*slc24a4a*	141.08	89.64	7.63	1.26	Neural crest and RPE expression [96]
*zgc:114181*	122.41	128.26	6.71	0.58	Putative CNDP1 homologue
*mab21l2*	120.20	176.48	2.98	0.82	Eye development [97]
*LOC100004225*	105.78	52.37	3.46	1.32	Uncharacterized
*lratl*	105.09	96.40	3.52	0.39	Lecithin retinol acyltransferase
*oca2*	102.56	56.96	1.63	0.07	*Pinkeyed-dilution* mouse [98]
*kif21al*	96.64	104.62	4.16	0.82	Kinesin family member, *LOC100537698*
*dhrs11al*	95.71	130.88	6.86	8.45	Dehydrogenase/reductase SDR family
*cadm3*	87.46	116.23	4.88	0.12	Nectin family cell adhesion protein
*cdh2*	86.69	99.72	6.17	1.10	Cell adhesion
*slc24a5*	83.81	34.68	1.56	0.00	*golden* locus [99]
*s1pr1*	83.14	74.37	4.78	1.20	Rhodopsin family GPCR
*ctgf*	62.15	62.19	4.20	0.32	Secreted mitogen
*fads6*	49.52	84.55	2.76	0.08	Fatty acid biosynthesis
*foxp4*	39.96	84.03	1.78	0.25	Neuronal arborization maintenance [100]
*foxg1b*	39.71	64.02	2.38	0.10	Forkhead box transcription factor
*kif21al*	37.47	58.20	3.21	0.37	Kinesin family member
*abcg2d*	34.72	48.81	1.58	0.00	*white* family member [101]
*LOC100149324*	33.08	31.15	1.55	0.14	Uncharacterized phospholipase
*efcab4b*	30.89	38.65	1.71	0.00	Calcium sensing GTPase
*col11a1a*	27.39	27.11	1.22	0.75	Collagen alpha chain precursor
*rdh13*	24.30	31.04	0.81	0.00	Retinol dehydrogenase
*cam4l*	23.38	37.54	1.34	0.29	Cell adhesion molecule 4-like
*srcrb4l*	21.14	20.88	1.18	0.80	Scavenger receptor Cys-rich group B-like
*col4a5*	20.86	29.39	1.69	0.49	Type IV collagen
*dao.2*	20.27	22.39	1.23	1.39	D-amino-acid-oxidase

RPKM values for genes co-expressed in melanocyte and RPE at least 10-fold greater than iridophores and whole embryos, with a minimum of 10 RPKM.

### Melanocyte and Iridophore Co-Expression

Because of the common developmental origin from the neural crest for melanocytes and iridophores, we speculated that neural crest-specific gene expression would be readily identifiable. We found 62 genes that were significantly upregulated in melanocytes and iridophores over RPE (Table S7). 

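Among the genes higher in melanocytes and iridophores than in RPE were the tubulin gene *tuba8l3*, on chromosome 9 of Zv9 from 7704154 to 7725078, at 78.8 ± 81.0 RPKM (SD, n = 11) in melanocytes, 132 ± 63.6 RPKM (SD, n = 5) in iridophores and 11.7 ± 11.7 RPKM (SD, n = 5) in RPE, and the membrane protein gene *emp3l* at 6.86 ± 6.58 RPKM, 17.6 ± 5.56 RPKM and 0.292 ± 0.434 RPKM. The gene *si:dkey-72l14.7* was 11.7 ± 6.62 RPKM, 40.2 ± 25.8 RPKM and 1.00 ± 1.33 RPKM (adjusted p = 0.0013 for melanocytes against RPE). At least 5-fold over RPE and 10-fold over whole embryos, 10 genes remained: these 3, *crestin*, *pcdh10a*, *cdk15*, *syngr2l*, *LOC559216*, *zgc:158328* and *LOC100538239*. Of *tuba8l3*, the call of melanocytes over RPE (adjusted p = 0.038) ended without any 1 of melanocytes 2, 5, 6, 8 and 9 and RPE 2 to 5 (adjusted p = 0.054 to 0.1). That of *emp3l* (adjusted p = 0.035) ended without any 1 of melanocytes 5, 6 and 8 and RPE 1, 3, 4 and 5 (adjusted p = 0.055 to 0.075). The calls of *LOC559216* (adjusted p = 0.043) and *zgc:158328* (adjusted p = 0.049) ended without most single libraries: for *LOC559216* without any but melanocytes 1, 2, 3 and 7 and iridophore 4 (adjusted p = 0.051 to 0.099), and for *zgc:158328* without any but melanocytes 1 and 11 and RPE 1 and 3 (adjusted p = 0.053 to 0.12). With RPE of 25 C only, the adjusted p was 0.26 for *tuba8l3* and 0.21 for *emp3l*, and 4 genes met the same criteria. Without melanocyte 5 there were 5 such genes and without melanocyte 1 there were 17.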

A list of the 15 genes expressed at least 5-fold greater than RPE and 10-fold greater than whole embryos is shown in Table 4. Included in this group are several well-known regulators and markers of neural crest and pigment cell development, including the transcription factors *sox10* and the expressed repetitive element *crestin* [60]. 

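The neural crest factor gene *sox10*, on chromosome 3 of Zv9 from 2551636 to 2560717, was 7.57 ± 6.01 RPKM (SD, n = 11) in melanocytes, 13.0 ± 4.68 RPKM (SD, n = 5) in iridophores and 1.76 ± 0.753 RPKM (SD, n = 5) in RPE. Iridophores were higher than RPE (7.37-fold, adjusted p = 0.00061), and melanocytes were 4.29-fold over RPE without passing in limma (adjusted p = 0.066; 0.021 without melanocyte 1, 0.036 after quantile normalization and 0.049 with melanocytes and iridophores of 77 hpf only). The repetitive element *crestin* was 16.9 ± 12.1 RPKM, 25.6 ± 15.0 RPKM and 2.21 ± 1.63 RPKM in the same order, higher than RPE in melanocytes (adjusted p = 0.0047) and in iridophores (adjusted p = 7.9e-05). With RPE of 25 C only, its adjusted p for melanocytes was 0.085. A further crest gene, *snai2*, on chromosome 24 of Zv9 from 36882658 to 36888674, was 4.26 ± 3.94 RPKM, 4.08 ± 2.03 RPKM and 0.788 ± 0.559 RPKM; its difference between iridophores and RPE (adjusted p = 0.056) passed without any 1 of melanocytes 1, 3 and 6 and iridophore 1 (adjusted p = 0.014 to 0.049), after quantile normalization (0.038) and with cells of 77 hpf only (0.03). In iridophore 1, *snai2* was at 0.53 RPKM, with the other 4 at 4.43 to 5.52 RPKM. Of 19 neural crest genes listed before the data were examined, 7 were higher and 1 lower in iridophores than in RPE (8 and 1 when adjusted over the list alone), and 2 were higher in melanocytes than in RPE (5 and 1 lower; none was higher in limma with RPE of 25 C only).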

The well-known pigmentation gene *mc1r* is also expressed in iridophores and melanocytes. Also included is the cell adhesion molecule *pcdh10a*, which is expressed by migrating zebrafish neural crest cells, and acts as a tumor suppressor in several cancers [61]-[63]. 

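Iridophores were higher than RPE in *mc1r* with a log2 difference of 2.19 (standard error 0.47, adjusted p = 0.0014). Melanocytes minus RPE gave a log2 difference of 1.25 (adjusted p = 0.11 from limma), and iridophores minus melanocytes one of 0.94 (adjusted p = 0.11). Without melanocyte 1 the difference of melanocytes from RPE passed (adjusted p = 0.047), and without melanocyte 5 that of iridophores from melanocytes did (adjusted p = 0.031). The gene was listed at 0 in whole embryos.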

We also find a retinoic acid nuclear receptor subfamily member (*rxrga*) previously reported to be expressed in neural crest tissues [64]–[67]. 

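The protocadherin gene *pcdh10a*, on chromosome 1 of Zv9 from 12097469 to 12128586, was 59.6 ± 67.7 RPKM (SD, n = 11) in melanocytes, 54.8 ± 37.5 RPKM (SD, n = 5) in iridophores and 5.14 ± 2.89 RPKM (SD, n = 5) in RPE. It was 11.6-fold higher in melanocytes than in RPE (adjusted p = 0.015) and 10.7-fold higher in iridophores (adjusted p = 0.0013); against RPE of 25 C only the adjusted p were 0.14 and 0.064. The retinoid receptor gene *rxrga*, on chromosome 2 of Zv9 from 20495131 to 20546256, was 13.8 ± 5.44 RPKM, 7.58 ± 1.47 RPKM and 3.12 ± 2.20 RPKM in the same order. Melanocytes were higher than RPE (adjusted p = 0.0059), and so were iridophores (adjusted p = 0.036), a call that ended without any 1 of iridophores 1, 2 and 5 and RPE 1, 2 and 4 (adjusted p = 0.061 to 0.1), with values scaled by the median ratio (adjusted p = 0.072) and with cells of 77 hpf only (adjusted p = 0.16). Whole embryos held 0.42 RPKM of *pcdh10a* and 0.16 RPKM of *rxrga*.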

Because we find this known set of neural crest genes in this co-enrichment list, other unknown markers of neural crest identity are likely to be present. For instance, several transcription factors are in this enrichment set not previously reported in neural crest, including the forkhead box transcription factor *foxo1a*, as well as the cell cycle regulator *cdk15*. Thus, this list of genes co-enriched in melanocytes and iridophores may more broadly identify markers of neural crest origin.

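The forkhead gene *foxo1a*, on chromosome 16 of Zv9 from 6063891 to 6072221, was 4.05 ± 1.23 RPKM (SD, n = 11) in melanocytes, 7.98 ± 4.53 RPKM (SD, n = 5) in iridophores and 1.55 ± 0.429 RPKM (SD, n = 5) in RPE. It was higher in iridophores than in RPE (adjusted p = 0.0011), and the difference of melanocytes from RPE did not pass in limma (adjusted p = 0.099). Without iridophore 4 iridophores were also higher than melanocytes (adjusted p = 0.031). The kinase gene *cdk15*, on chromosome 6 of Zv9 from 7934600 to 7979496, was 8.49 ± 9.35 RPKM, 6.48 ± 4.72 RPKM and 0.292 ± 0.212 RPKM in the same order. Both cell types were higher than RPE in *cdk15* (adjusted p = 0.038 for melanocytes and 0.016 for iridophores). The first of these calls ended without any 1 of melanocytes 2, 5, 6, 8 and 9 and RPE 1 to 5 (adjusted p = 0.053 to 0.064), the second without iridophore 4 (adjusted p = 0.053), and both with RPE of 25 C only (adjusted p = 0.13 and 0.14). In whole embryos *foxo1a* was at 0.46 RPKM and *cdk15* at 0.11 RPKM.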

**Table 4:** Shared gene expression among melanocytes and iridophores.

Gene	Melanocyte	Iridophore	RPE	Embryo	Notes
*syngr2l*	86.584	50.745	5.728	1.471	Unclear function, transmembrane protein
*tuba8l3*	78.779	132.465	11.725	0.397	*puma* locus [102]
*pcdh10a*	59.639	54.800	5.143	0.423	Neural crest expression [64]
crestin	16.922	25.646	2.214	0.145	Expressed repetitive element [60]
*LOC559216*	14.652	27.212	1.350	0.689	Uncharacterized RhoGEF
*si:dkey-72l14.7*	11.657	40.247	1.004	0.000	Rhodopsin family GPCR
*cdk15*	8.492	6.475	0.291	0.112	Cyclin dependent kinase
*emp3l*	6.859	17.644	0.293	0.046	Tumor suppressor [103]
*lamb1b*	5.486	6.138	0.630	0.427	Laminin-type EGF-like domains
*zgc:158328*	4.355	8.553	0.776	0.004	Uncharacterized, EMI and vWBF domains
*opn5*	3.824	1.796	0.193	0.000	Rhodopsin family GPCR
*ppfia2*	3.521	3.859	0.443	0.037	Axon guidance [104]
*rab27bl*	3.263	13.331	0.278	0.118	Melanosome transport [105]
*mc1r*	2.182	3.958	0.076	0.000	GPCR for melanocyte stimulating hormone
*birc7*	1.818	2.960	0.233	0.000	Inhibitor of apoptosis protein [106]

RPKM values for genes expressed in melanocytes and iridophores at least 5-fold greater than RPE and whole embryos.

### Cell-Type Specific Gene Expression

We were also interested in determining gene expression specific to each cell type. Because melanocyte and RPE gene expression have been previously characterized, we do not discuss them in detail here, but present the data as the supplemental tables listed below [36]–[38], [68], [69]. For this analysis we required an expression level at least 2-fold over the other two cell types (p<0.05), as well as 8-fold greater expression than whole embryos. This filtering strategy resulted in a list of 108 genes specifically enriched in melanocytes (Table S9) and 24 in the RPE (Table S11). 

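In melanocytes 26 genes were higher than in both other types by the limma criteria, and in RPE 22 were. The melanocyte set included *mlphb*, *gch2*, the gap junction gene *cx39.4* at 183 ± 160.3 RPKM (SD, n = 11) in melanocytes, 7.84 ± 8.14 RPKM (SD, n = 5) in RPE and 3.25 ± 3.64 RPKM (SD, n = 5) in iridophores, and the protein kinase A subunit gene *prkar1b* at 66.1 ± 65.6 RPKM, 1.74 ± 1.64 RPKM and 0.254 ± 0.367 RPKM. It also included the crest factor gene *tfap2e* at 111 ± 86.3 RPKM, 10.7 ± 13.0 RPKM and 2.02 ± 1.41 RPKM (adjusted p = 0.015 against RPE, 0.36 with RPE of 25 C only). The RPE set included *pax6a*, *ch25hl1.1* at 152 ± 247 RPKM in RPE and 10.4 ± 18.6 RPKM in melanocytes; the call of *ch25hl1.1* against melanocytes (adjusted p = 0.024) ended without RPE 1 or 5 (adjusted p = 0.056 to 0.065). Melanocytes and RPE differed in 162 genes, 79 higher in melanocytes and 83 higher in RPE (81 without melanocyte 8 to 342 without melanocyte 1, and 313 with run code as a covariate). Of the 83, 22 were below the embryo level, among them the liver gene *fabp10a* at 148 ± 159.5 RPKM in RPE, 4.13 ± 6.68 RPKM in melanocytes and 345 RPKM in whole embryos (adjusted p = 0.00091). Of 11 genes of liver and yolk 8 were higher in RPE than in melanocytes (10 when adjusted over the list alone; adjusted p = 8.5e-16 from camera and 0.013 with an estimated correlation), and of 15 genes of the exocrine pancreas 7 were (10 when adjusted over the list alone; 3 with RPE of 25 C only). The counts moved with single libraries, from 14 melanocyte genes without melanocyte 8 to 45 without melanocyte 1 and from 9 RPE genes without melanocyte 8 to 53 without melanocyte 1, and with RPE of 25 C only 180 RPE genes passed.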

To independently validate these enrichment sets, we generated separate biological samples for each cell type and compared expression of selected genes from the enrichment sets via qRT-PCR. We observed good correlation of RNA-seq and qRT-PCR relative expression levels, indicating our RNA-seq data is a reliable indicator of the gene expression in these pigment cells (r^2^ = 0.75, Figure S4). These data will be useful for further studies of melanocyte and RPE biology.

### Iridophore Gene Enrichment

In contrast to melanocytes and RPE, the iridophore transcriptome has not previously been explored. Since iridophore produce a guanine-based pigment, rather than the melanin characteristic of melanocytes and RPE, we expected to find many genes to be specifically enriched in this cell type. This indeed turned out to be the case, with 346 genes passing our baseline threshold for enrichment (Table S10). 

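In iridophores 409 genes were higher than in melanocytes and RPE by the limma criteria, among them the thiol reductase gene *ifi30l*, the purine genes *impdh1b*, *prtfdc1* and *paics* and the factor genes *tfec* and *gbx2*. The V-ATPase subunit gene *tcirg1* was 45.5 ± 16.6 RPKM (SD, n = 5) in iridophores, 0.607 ± 0.441 RPKM (SD, n = 11) in melanocytes and 1.88 ± 1.89 RPKM (SD, n = 5) in RPE (adjusted p = 4.3e-11 against melanocytes), and the actin-binding gene *coro1a* was 71.4 ± 19.9 RPKM, 1.64 ± 1.78 RPKM and 6.91 ± 5.04 RPKM (adjusted p = 1.1e-08). Leaving out 1 library gave 366 to 443 genes, and by the study's per-gene test at an unadjusted p under 0.05 there were 346. Without the embryo criterion, 833 genes were at least 2-fold higher in iridophores than in both other types. Of all 10691 genes tested, 1107 were higher and 1065 lower in iridophores than in melanocytes, and 1167 were higher and 1157 lower than in RPE. In RPE 1, the 256 iridophore genes of at least 10 RPKM had a median of 11.1% of their iridophore mean, and 114 of them were higher there than in any other RPE library.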

Included in this enrichment list are several factors known to be important for iridophore development, including *ltk*, *ednrb1*, and *pnp4a* [5], [26], [27]. Also, in order to identify previously unreported genes that may play interesting roles in iridophores, we filtered our list to include genes expressed at least 30-fold greater than melanocytes and RPE, and 100-fold greater than whole embryos. 

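The endothelin receptor gene *ednrb1* was 28.6 ± 14.3 RPKM (SD, n = 5) in iridophores, 4.44 ± 3.94 RPKM (SD, n = 11) in melanocytes and 1.72 ± 2.34 RPKM (SD, n = 5) in RPE. It was 6.45-fold higher than in melanocytes (adjusted p = 0.00044) and 16.6-fold higher than in RPE (adjusted p = 9.7e-05), and in whole embryos it was 0.01 RPKM. The purine nucleoside phosphorylase gene *pnp4a* was 502 ± 271 RPKM, 37.3 ± 15.8 RPKM and 26.3 ± 23.3 RPKM in the same order, 13.5-fold over melanocytes (adjusted p = 2.8e-05) and 19.1-fold over RPE (adjusted p = 9.4e-06). For *pnp4a* every iridophore library was above every melanocyte and RPE library, and for *ednrb1* every one was above the RPE libraries alone.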

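At the thresholds of 30-fold over melanocytes and RPE and 100-fold over whole embryos, 52 genes passed in iridophores. The highest was the thiol reductase gene *ifi30l* at 2138 ± 683 RPKM (SD, n = 5), against 6.55 ± 17.9 RPKM (SD, n = 11) in melanocytes and 27.2 ± 33.3 RPKM (SD, n = 5) in RPE (adjusted p = 3.9e-10 against melanocytes). The second, *fhl3*, was 1003 ± 408 RPKM, 4.64 ± 6.99 RPKM and 21.0 ± 27.9 RPKM in the same order (adjusted p = 8.4e-11). A defensin gene with a comparable rise, *defbl1*, was 2123 ± 107 RPKM, 6.23 ± 12.8 RPKM and 141 ± 281 RPKM (adjusted p = 2.1e-08), and was kept out by its level in RPE. Leaving out 1 library gave 44 to 60 genes, from geometric means of RPKM + 1 there were 16, and with RPE of 25 C only 31.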

Thirty genes met these criteria (Table 5). 

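The transporter gene *slc23l* was 592 ± 151 RPKM (SD, n = 5) in iridophores, 10.6 ± 7.92 RPKM (SD, n = 11) in melanocytes and 9.70 ± 8.26 RPKM (SD, n = 5) in RPE. This is 55.7-fold over melanocytes (log2 difference of 5.95 (standard error 0.51, adjusted p = 1.7e-09)) and 61.0-fold over RPE (adjusted p = 3.5e-08). Whole embryos held 1.19 RPKM, and every iridophore library was above every melanocyte and RPE library.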

The third highest expressed gene on this list, *slc23l*, may act as a guanine transporter. In mammals, the SLC23 gene family has roles in transporting nucleobases, such as guanine, as well as vitamin C. It is not clear how this highly expressed iridophore gene identifies a unique role for vitamin C in the iridophore, but it is tempting to speculate a role in guanine transport, either to transport guanine into the cell, or perhaps to transport newly synthesized guanine into the reflecting platelet organelles. 

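The glycoprotein gene *gpnmb* was 424 ± 170.4 RPKM (SD, n = 5) in iridophores, 1.02 ± 2.31 RPKM (SD, n = 11) in melanocytes and 5.29 ± 9.03 RPKM (SD, n = 5) in RPE, and 1.7 RPKM in whole embryos. It was 415-fold higher in iridophores than in melanocytes (log2 difference of 8.01 (standard error 0.54, adjusted p = 2.3e-11)) and 80.1-fold higher than in RPE (log2 difference of 6.95 (standard error 0.63, adjusted p = 1.2e-08)). By the log2 difference it ranked among the 10 genes with the largest rise in iridophores in both comparisons.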

One surprise is the finding that *gpnmb* is highly enriched in the iridophore. Roles for GPNMB have been described for melanocytes, melanoma, and the pigmented iris in mammals, and it has been suggested to act both as a plasma membrane protein and a component of the melanosome [70]. Our finding that *gpnmb* is more highly expressed in the iridophore than the melanocyte raises the possibility of a similar function in iridophore reflecting platelet organelle biogenesis. Also in this iridophore-specific enrichment list are six uncharacterized genes. 

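Table 5 holds 6 genes with LOC symbols; 4 are annotated there as uncharacterized, and *LOC100334697* and *LOC795494* by a related protein or domain. The gene *LOC100538040* was 396 ± 219.9 RPKM (SD, n = 5) in iridophores, 1.52 ± 2.96 RPKM (SD, n = 11) in melanocytes and 9.30 ± 17.1 RPKM (SD, n = 5) in RPE, where RPE 1 was at 39.82 RPKM and the other 4 at 0.45 to 2.61 RPKM. The gene *LOC100334697* was 330.2 ± 75.1 RPKM, 1.06 ± 2.71 RPKM and 4.78 ± 6.63 RPKM in the same order, with iridophore 1 at 202 RPKM and the other iridophore libraries at 339 to 399 RPKM. *LOC100535932* was 221 ± 72.1 RPKM in iridophores, *LOC795494* was 128 ± 54.9 RPKM, *LOC100330987* was 99.0 ± 47.1 RPKM and *LOC100534970* was 81.9 ± 27.2 RPKM. All 6 were higher in iridophores than in melanocytes, from 126-fold for *LOC100534970* (adjusted p = 1.8e-11) to 312-fold for *LOC100334697* (adjusted p = 3.9e-11).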

Their enrichment in iridophores may aid in identifying functions for these proteins. We speculate that many iridophore-enriched genes will be indicative of novel cell-specific biological functions.

**Table 5:** Iridophore enriched genes.

Gene	Iridophore	Melanocyte	RPE	Embryo	Notes
*ifi30l*	2138.17	6.55	27.16	1.23	Melanoma antigen processing [107]
*fhl3*	1003.29	4.64	20.97	1.12	Actin organization [108]
*slc23l*	592.05	10.64	9.70	1.19	Nucleobase transport [109]
*gpnmb*	423.58	1.02	5.28	1.70	Glycoprotein [70]
*LOC100538040*	396.38	1.52	9.30	1.85	Uncharacterized, likely GPI-linked glycoprotein
*LOC100334697*	330.19	1.06	4.78	0.09	Crystal protein-like
*tpd52l1*	252.61	5.69	7.75	1.02	Membrane trafficking [110]
*LOC100535932*	221.28	0.98	4.64	0.18	Uncharacterized
*pltp*	145.30	1.07	2.02	0.02	Lipoprotein metabolism [111]
*LOC795494*	127.94	0.43	2.17	0.11	Nucleotide metabolism domain
*LOC100330987*	99.01	0.56	1.80	0.01	Uncharacterized
*zgc:77375*	94.86	0.44	2.24	0.01	Haloacid dehalogenase
*slc25a38a*	94.77	1.10	1.63	0.46	Mitochondrial carrier protein
*LOC100534970*	81.87	0.65	2.48	0.18	Uncharacterized
*tmem179bl*	79.07	0.32	0.66	0.14	Transmembrane protein
*fkbp15*	32.47	0.55	0.51	0.31	Uncharacterized
*pcolcel*	30.46	0.31	0.22	0.00	Extracellular matrix protein
*si:ch211-38m6.6*	28.42	0.12	0.23	0.00	Major Facilitator Superfamily
*tagln3b*	24.88	0.13	0.74	0.06	Cytoskeleton-associated [112]
*alx4b*	24.81	0.10	0.24	0.08	Skull ossification [89]
*hsf5*	21.07	0.05	0.20	0.00	Transcription factor
*osbpl10*	18.67	0.26	0.55	0.08	Intracellular lipid receptor
*si:dkey-225f23.4*	14.27	0.14	0.13	0.00	Uncharacterized
*zgc:112054*	12.99	0.34	0.40	0.00	bZIP transcription factor
*slc52a3*	12.73	0.03	0.12	0.12	Riboflavin transporter
*cart1*	9.87	0.19	0.28	0.00	*ALX1* homolog
*myadm*	7.81	0.14	0.23	0.00	Myeloid associated differentiation
*znf831*	7.04	0.09	0.10	0.06	Zinc-finger double domain
*si:ch211-14k19.8*	5.80	0.06	0.09	0.00	Uncharacterized
*nfascl*	5.27	0.07	0.11	0.00	Fibronectin domain

RPKM values for genes expressed in iridophores at least 30-fold greater than melanocytes and RPE, and 100-fold greater than embryos.

Many of the genes previously known to be expressed by iridophores are components of the purine synthesis pathway, as iridophore pigment largely consists of stacks of guanine plates [30], [71]. Accordingly, we found a dramatic enrichment of enzymes comprising the pathway of guanine metabolism, from extracellular glucose import and glycolysis, through *de novo* synthesis and purine salvage (Table 6). 

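The glucose transporter gene *slc2a15a* was 48.6 ± 21.8 RPKM (SD, n = 5) in iridophores, 0.158 ± 0.361 RPKM (SD, n = 11) in melanocytes and 0.734 ± 1.40 RPKM (SD, n = 5) in RPE (adjusted p = 5.8e-12 against melanocytes). The gene *slc2a9l2* was 66.0 ± 11.2 RPKM, 2.16 ± 2.23 RPKM and 2.95 ± 4.22 RPKM in the same order, *slc2a10* was 6.78 ± 2.17 RPKM in iridophores and 1.96 ± 1.22 RPKM in melanocytes, and *slc2a8* was 2.42 ± 0.830 RPKM, 0.157 ± 0.139 RPKM and 0.266 ± 0.440 RPKM. These 4 of 10 glucose transporter genes were higher in iridophores than in both other types, and *slc2a1a* was lower than in both, at 11.5 ± 11.2 RPKM in iridophores and 337 ± 622 RPKM in melanocytes. Its difference from melanocytes (adjusted p = 0.03) did not pass without iridophore 1, 3 or 4 (adjusted p = 0.063 to 0.11). The melanocyte mean of *slc2a1a* was 9.02 RPKM at 58 hpf and 102 at 77 hpf. It was 959 and 2010 RPKM in the single libraries of 97 and 116 hpf, ages that iridophores reach in 1 library or not at all. Of 25 glycolysis genes, 7 were higher than in both other types (*eno3*, *gapdhs*, *ldhba*, *pkm2a*, *pgam1a*, *pfkp* and *aldoca*) and 3 lower, among them *gapdh* and *aldob*. The difference of *gapdh* from melanocytes (adjusted p = 0.039) ended without any 1 of melanocytes 1, 2, 3, 5, 7 and 9 and iridophores 1, 3, 4 and 5 (adjusted p = 0.052 to 0.12), and that of *aldob* (adjusted p = 0.033) without melanocyte 11 or any 1 iridophore library (adjusted p = 0.051 to 0.073). The enolase gene *eno3* was 1504 ± 108 RPKM in iridophores, 216 ± 102 RPKM in melanocytes and 308 ± 219 RPKM in RPE, and *gapdhs* was 1606 ± 835 RPKM, 192 ± 66.0 RPKM and 163 ± 66.8 RPKM, with RPE 5 at 48.86 RPKM. The lactate dehydrogenase gene *ldhba* was 441 ± 77.9 RPKM, 74.5 ± 29.7 RPKM and 44.5 ± 11.0 RPKM. The study lists the 7 raised glycolysis genes in Table 6, chosen from the same libraries, so the glycolysis counts are not independent evidence. Against melanocytes alone 7 were higher and 4 lower (11 and 4 when adjusted over the list alone; 7 higher and none lower in limma with cells of 77 hpf only), with an adjusted p of 0.0035 from camera and of 0.3 with an estimated correlation; for the glucose transporters these were 0.015 and 0.18.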

When comparing iridophores to melanocytes and RPE, we find 5 facilitated glucose transporters, 7/11 steps of glycolysis, and 9/9 enzymes for *de novo* purine synthesis to be enriched. 

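All 6 genes of de novo purine synthesis up to IMP, *ppat*, *gart*, *pfas*, *paics*, *adsl* and *atic*, were higher in iridophores than in melanocytes and in RPE. The amidophosphoribosyltransferase gene *ppat*, of the first step, was 49.2 ± 17.9 RPKM (SD, n = 5) in iridophores, 2.49 ± 1.35 RPKM (SD, n = 11) in melanocytes and 3.72 ± 2.77 RPKM (SD, n = 5) in RPE, and 13.2-fold higher in iridophores than in RPE. Next, *gart* was 168 ± 68.0 RPKM, 6.42 ± 5.25 RPKM and 4.29 ± 4.03 RPKM in the same order, *pfas* was 34.6 ± 9.90 RPKM in iridophores and 0.53 ± 0.536 RPKM in melanocytes, *paics* was 1465 ± 516 RPKM, 57.1 ± 32.5 RPKM and 55.4 ± 48.2 RPKM in iridophores, melanocytes and RPE, and *adsl* was 806 ± 259 RPKM, 46.1 ± 32.7 RPKM and 36.4 ± 38.0 RPKM. The adjusted p against melanocytes ran from 9.5e-12 for *pfas* to 3.3e-07 for *adsl*. The median log2 difference of the 6 was 4.61 against melanocytes and 4.94 against RPE, with 6 of 6 in each comparison when adjusted over the list alone. As a set they passed against melanocytes (adjusted p = 7.4e-12 from camera, 0.013 with an estimated correlation). The study lists the same genes in Table 6, so the counts are not independent evidence.

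**Figure D2:**
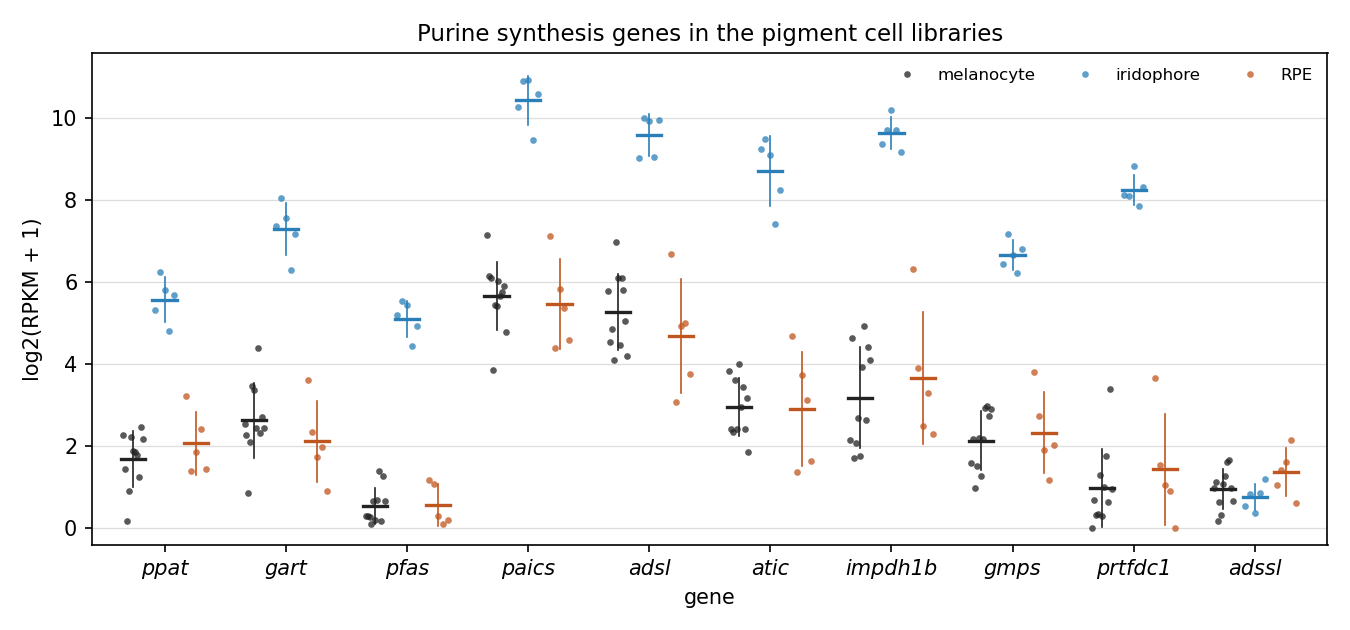
Expression as log2(RPKM + 1) on the vertical axis of 10 genes of purine synthesis in melanocyte (black), iridophore (blue) and RPE (orange) libraries, with 1 dot per library, a thick bar at the mean and a thin line at ±1 SD. The mean of *paics* is 1465 RPKM in iridophores, and *adssl*, the first gene of the adenine branch, has its lowest mean in iridophores.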

Given that iridophore pigment consists largely of guanine, one might expect the guanine pathway to be specifically upregulated. Consistent with this model, we found the split in the purine synthesis pathway at IMP to favor guanine production rather than adenine. 

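Of 11 genes of the guanine branch and purine salvage, 8 were higher in iridophores than in melanocytes and 0 were lower (8 when adjusted over the list alone), and against RPE 8 were higher and 1, *pnp4b*, was lower (adjusted p = 0.031; 0.053 without iridophore 3 and 0.051 without iridophore 5). The GMP synthetase gene *gmps* was 102 ± 26.7 RPKM (SD, n = 5) in iridophores, 3.87 ± 2.22 RPKM (SD, n = 11) in melanocytes and 5.14 ± 4.68 RPKM (SD, n = 5) in RPE (adjusted p = 2.7e-09 against melanocytes), *hprt1l* was 21.3 ± 5.05 RPKM, 0.248 ± 0.239 RPKM and 1.13 ± 1.15 RPKM, and *pnp5a* was 1183 ± 794 RPKM, 219 ± 322 RPKM and 53.3 ± 42.1 RPKM (adjusted p = 0.0012 against RPE, 0.08 with RPE of 25 C only). Of 12 genes of the adenine branch 1 was higher and 1 lower in iridophores than in melanocytes, and 10 did not pass. The adenosine kinase gene *adka* was higher (87.1 ± 49.6 RPKM in iridophores and 14.3 ± 17.2 RPKM in melanocytes, adjusted p = 0.011), and it is among the genes whose libraries of run code 440 all exceed those of code 351; against RPE it did not pass (adjusted p = 0.06), and did so with run code as a covariate (0.01) and without iridophore 2 (0.031) or RPE 1 (0.018). The adenylate kinase gene *ak1* was lower (87.1 ± 30.7 RPKM against 228 ± 126 RPKM, adjusted p = 0.031), which did not hold without melanocyte 10 or iridophore 1, 2 or 3 (adjusted p = 0.05 to 0.097), with cells of 77 hpf only (0.11) or with values scaled to uniquely mapped reads (0.06). The guanine set passed against melanocytes (adjusted p = 2.7e-09 from camera, 0.013 with an estimated correlation) and the adenine set did not (adjusted p = 0.84). Several of the raised guanine genes, among them *impdh1b*, *gmps* and *hprt1l*, are in Table 6. The study chose that table from the same libraries, so the count and the set test are not independent evidence.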

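The IMP dehydrogenase gene *impdh1b* was 816 ± 224 RPKM (SD, n = 5) in iridophores, 11.4 ± 9.77 RPKM (SD, n = 11) in melanocytes and 22.0 ± 31.8 RPKM (SD, n = 5) in RPE. The ratio of means was 71.3 to melanocytes and 37.1 to RPE, with a log2 difference of 6.45 (standard error 0.59, adjusted p = 5.7e-09) and a log2 difference of 5.97 (standard error 0.7, adjusted p = 6.3e-07), respectively. Single iridophore libraries ranged from 578 to 1163 RPKM, all above the highest melanocyte library; whole embryos held 1.06 RPKM.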

The first guanine-specific enzyme, *impdh1b*, is expressed at a level 71-fold greater than melanocytes. In contrast, the first adenine-specific enzyme, *adssl*, is not significantly different from melanocytes or RPE, at 0.7-fold the level of melanocytes. 

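The adenylosuccinate synthase gene *adssl* was 0.728 ± 0.378 RPKM (SD, n = 5) in iridophores, 1.04 ± 0.660 RPKM (SD, n = 11) in melanocytes and 1.75 ± 1.10 RPKM (SD, n = 5) in RPE, and 6.82 RPKM in whole embryos. The ratio of iridophores to melanocytes was 0.702 (adjusted p = 0.68 from limma) and that to RPE 0.415 (adjusted p = 0.19), both within the spread between libraries. Of simulated genes with a log2 difference of 1 between iridophores and melanocytes, 1.5% were called. That simulation changed 200 genes, while the real comparison called 2172, which makes the adjusted threshold less strict. The share therefore does not tell how often a difference of that size in *adssl* would be missed.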

Upon inspection of the known pathway of guanine production, we observed synthesis of guanine from GMP likely results in the recycling of 5-Phosphoribosyl 1-Pyrophosphate (PRPP), the rate-limiting substrate in purine synthesis (KEGG Pathway: dre00230). The enzyme responsible for this final step of guanine synthesis, *prtfdc1*, is enriched 198-fold over melanocytes (p<0.01). 

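The gene *prtfdc1*, which encodes a relative of the phosphoribosyltransferase HPRT, was 309.9 ± 87.4 RPKM (SD, n = 5) in iridophores, 1.56 ± 2.71 RPKM (SD, n = 11) in melanocytes and 3.10 ± 4.81 RPKM (SD, n = 5) in RPE, and was listed at 0 in whole embryos. It was 198-fold higher in iridophores than in melanocytes (log2 difference of 7.27 (standard error 0.49, adjusted p = 2.5e-11)) and 100-fold higher than in RPE (log2 difference of 6.81 (standard error 0.58, adjusted p = 3.6e-09)). Every iridophore library, from 229.8 to 456 RPKM, was above every other library.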

From our expression data, we suggest a model of guanine pigment production in iridophores that illustrates a cycle of guanine synthesis utilizing PRPP as a recycled carrier molecule (Figure 3). In this cycle, specific enzymes from glycolysis, the pentose phosphate pathway, serine/glycine metabolism, and the citrate cycle, are upregulated to coordinate the extensive guanine synthesis required for the reflective iridophore pigment.

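The phosphoserine phosphatase gene *psph* was 2602 ± 715 RPKM (SD, n = 5) in iridophores, 146 ± 44.0 RPKM (SD, n = 11) in melanocytes and 103 ± 64.9 RPKM (SD, n = 5) in RPE, and the carrier gene *slc25a38a* was 94.8 ± 37.4 RPKM, 1.1 ± 0.885 RPKM and 1.63 ± 1.69 RPKM. Of 18 genes of serine, glycine and one-carbon metabolism, 10 were higher in iridophores than in both other types, among them *psph*, *psat1*, *phgdh*, *shmt2* and *mthfd1*, and 3 were lower (1 lower than in melanocytes with cells of 77 hpf only). In RPE 1 *psat1* was at 45.17 RPKM and in the other RPE libraries at 2.46 to 5.36 RPKM. Of 15 genes of PRPP and the pentose phosphate pathway, 7 were higher than in both, among them *tkt*, *prps1a*, *rpia*, *prpsap1*, *dera* and *pgm2*, and 0 lower; the call of *rpia* against RPE (adjusted p = 0.00098) did not hold with RPE of 25 C only (0.053). The transketolase gene *tkt* was 259.7 ± 79.4 RPKM in iridophores and 24.5 ± 9.36 RPKM in RPE, *prps1a* was 219 ± 169 RPKM, 12.9 ± 8.67 RPKM and 11.3 ± 4.42 RPKM in iridophores, melanocytes and RPE, and *pgm2* was 34.0 ± 13.1 RPKM, 0.537 ± 0.495 RPKM and 0.726 ± 0.763 RPKM. Of 23 genes of the citrate cycle 4 were higher than in both (*mdh1a*, *fh*, *aclya* and *pck2*) and 1 lower (*mdh1b*, adjusted p = 0.02 against RPE and 0.06 without RPE 3); *mdh1a* was 3948 ± 431 RPKM, 388 ± 149 RPKM and 433 ± 142 RPKM. Against melanocytes, the adjusted p of the set was 4.4e-05 from camera and 0.036 with an estimated correlation for serine and glycine (0.00021 and 0.057 against RPE), 0.00034 and 0.18 for PRPP, and 0.11 and 0.62 for the citrate cycle. Many of the raised genes, such as *psph*, *pgm2* and *mdh1a*, are in Table 6. The study chose that table from the same libraries, so the counts and set tests are not independent evidence. From the rise of the enzymes of these pathways and of the guanine branch, the paper proposes a guanine cycle with PRPP as recycled carrier.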

**Figure 3:**
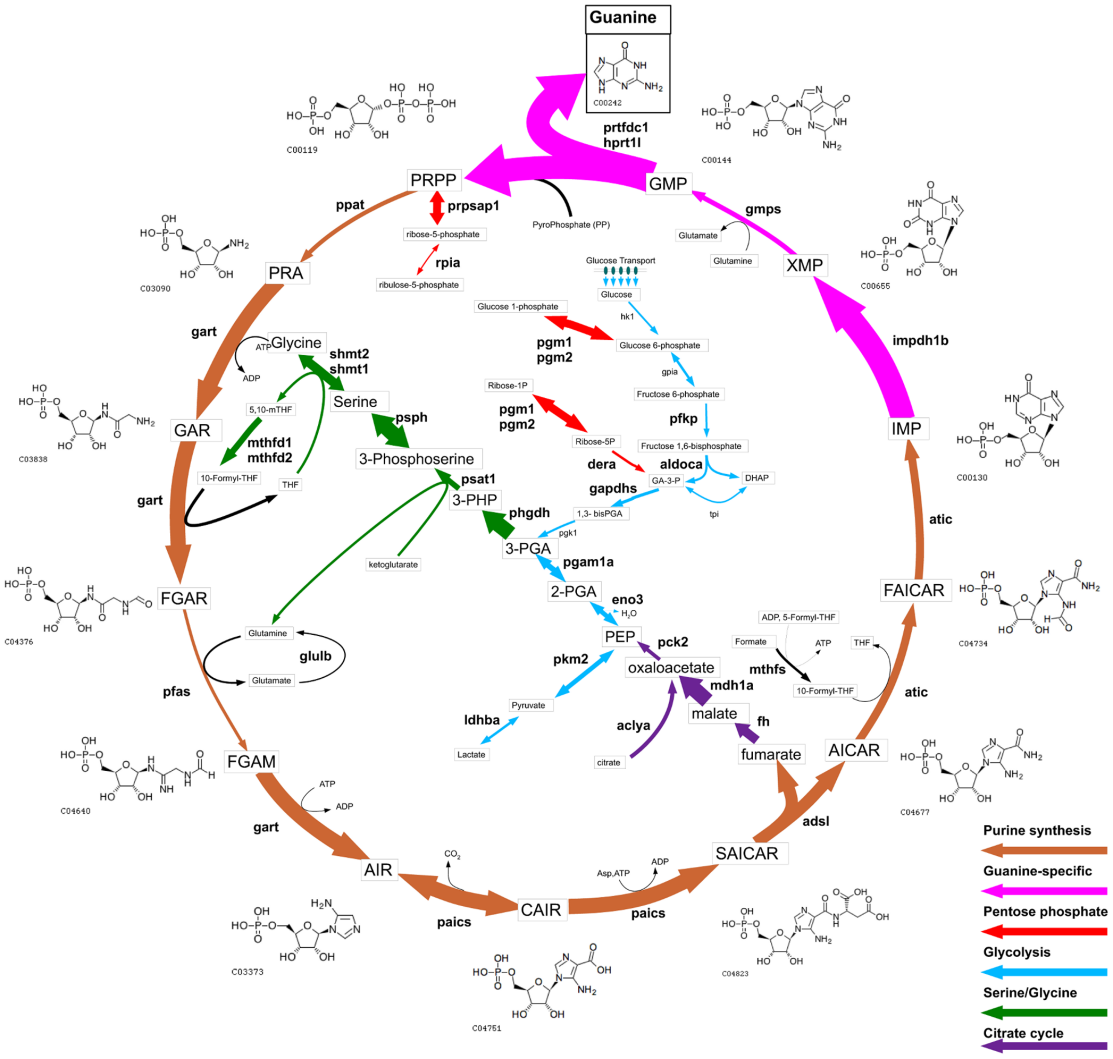
The guanine synthesis cycle is highly enriched in iridophores. Shown is a model for guanine production based on transcriptome data as given in Table 6. Genes that are statistically enriched compared to melanocytes are shown in bold, those not statistically different are in normal font. The arrow thicknesses correspond to the fold changes in iridophores relative to whole embryos. Chemical structures are from the KEGG Compound database.

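Of the 32 genes of Table 6 outside the adenine branch, 31 were higher in iridophores than in melanocytes and 31 higher than in RPE (32 in each comparison when adjusted over the list alone). The phosphoglycerate kinase gene *pgk1* was the exception in both, at 281 ± 72.0 RPKM (SD, n = 5) in iridophores, 146 ± 81.9 RPKM (SD, n = 11) in melanocytes and 126 ± 65.2 RPKM (SD, n = 5) in RPE (adjusted p = 0.067 against melanocytes and 0.079 against RPE); the former was 0.042 to 0.046 without melanocyte 1 or 3. The median log2 difference of the 32 was 3.59 against melanocytes and 3.41 against RPE, and 0.09 between melanocytes and RPE, where 0 genes passed in limma (1 higher and 1 lower at an unadjusted p under 0.05). The smallest rises over melanocytes that passed, in log2, were those of *pck2* (1.10), *dera* (1.31) and *aclya* (1.38). The adjusted p of the set was 8e-38 from camera and 0.013 with an estimated correlation against melanocytes. The study chose these genes from the same libraries, so the counts are not independent evidence.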

**Table 6:** Guanine synthesis-related gene expression enrichment in iridophores.

	RPKM				P-Value	
Gene	Iridophore	Melanocyte	RPE	Embryo	Irid vs. Mel	Irid vs. RPE
*slc2a15a (GLUT5)*	48.55	0.16	0.73	0.28	7.66E-03	7.89E-03
*pgm2*	34.00	0.54	0.73	1.24	4.64E-03	4.68E-03
*dera*	3.67	0.98	0.39	2.76	3.40E-04	1.55E-04
*pfkp*	12.25	0.63	1.28	2.42	1.31E-02	1.53E-02
*aldoca*	6.22	0.04	0.00	0.83	2.50E-03	2.45E-03
*gapdhs*	1605.92	191.73	163.31	9.03	1.92E-02	1.79E-02
*pgk1*	281.34	146.41	125.46	38.36	9.05E-03	7.22E-03
*pgam1a*	587.26	216.58	158.84	32.46	1.13E-03	4.02E-04
*eno3*	1503.93	215.46	307.89	100.27	4.30E-08	4.09E-05
*pkm2a*	371.83	115.96	97.94	24.94	4.52E-04	2.83E-04
*ldhba*	440.62	74.53	44.46	72.72	2.70E-04	2.85E-04
phgdh*	1538.41	371.96	175.60	8.25	4.21E-03	2.22E-03
*psat1*	160.85	7.03	11.92	7.62	4.68E-03	3.85E-03
*psph*	2602.05	146.30	102.78	1.36	1.53E-03	1.38E-03
*shmt2*	86.02	5.37	5.92	2.83	9.83E-03	9.50E-03
*mthfd1*	177.66	7.98	8.41	13.99	2.71E-02	2.72E-02
*fh*	562.28	150.18	109.27	8.65	2.53E-02	1.81E-02
mdh1a*	3948.05	388.29	432.95	27.33	2.55E-05	1.48E-05
*pck2*	1.44	0.10	0.01	6.09	1.05E-02	8.50E-03
*aclya*	106.57	42.29	39.30	8.19	2.49E-03	1.72E-03
*rpia*	11.66	2.49	2.24	6.52	4.70E-03	3.89E-03
prpsap1*	95.27	35.48	24.12	3.13	3.13E-03	1.88E-03
*ppat*	49.23	2.49	3.72	7.89	4.22E-03	4.26E-03
*gart*	167.66	6.41	4.29	3.46	6.01E-03	5.72E-03
*pfas*	34.59	0.53	0.56	4.53	1.52E-03	1.51E-03
*paics*	1465.37	57.12	55.35	11.68	3.63E-03	3.50E-03
*adsl*	805.77	46.06	36.43	12.45	2.69E-03	2.38E-03
*atic*	467.16	7.60	9.63	18.34	1.01E-02	1.02E-02
*impdh1b*	816.19	11.45	21.98	1.06	1.30E-03	1.21E-03
*gmps*	102.41	3.86	5.14	6.35	1.15E-03	1.02E-03
prtfdc1*	309.88	1.56	3.10	0.00	1.39E-03	1.39E-03
*hprt1l*	21.31	0.25	1.13	15.99	7.28E-04	6.03E-04
*adssl*	0.73	1.04	1.75	6.82	2.61E-01	1.08E-01
*ak1*	87.12	228.27	149.74	40.66	4.24E-03	1.75E-01

RPKM values for enzymes related to guanine synthesis in iridophores. Enzymes are grouped with their commonly associated pathways. Rate-limiting enzymes from each of the specific pathways are indicated with an asterisk. Notably, *adssl* is the first adenine-specific gene in purine synthesis, and is not upregulated in iridophores.

Another question in iridophore biology is how the membranous platelets containing the reflective guanine crystals are formed. Our data suggests a likely contribution from ADP Ribosylation Factors (ARFs) and Rab GTPases. ARFs are a large family of ras-related GTPases that regulate membrane trafficking and organelle structure (For review see [72]). We find two ARF-related genes to be significantly enriched in iridophores compared to melanocytes and RPE, *arf6* and *arfip1*. 

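The ADP ribosylation factor gene *arf6* was 215 ± 76.1 RPKM (SD, n = 5) in iridophores, 97.2 ± 57.1 RPKM (SD, n = 11) in melanocytes and 61.3 ± 19.7 RPKM (SD, n = 5) in RPE. It was 2.21-fold higher than in melanocytes (adjusted p = 0.028) and 3.5-fold higher than in RPE (adjusted p = 0.0083). The first call ended without any 1 of iridophores 2 to 5 (adjusted p = 0.053 to 0.09), with run code as a covariate (adjusted p = 0.053) and with cells of 77 hpf only (adjusted p = 0.059). The gene *arfip1*, on chromosome 1 of Zv9 from 24298452 to 24343971, was 106 ± 26.6 RPKM, 29.5 ± 9.64 RPKM and 16.1 ± 9.57 RPKM in the same order, 3.58-fold over melanocytes (adjusted p = 0.00021) and 6.56-fold over RPE (adjusted p = 1.3e-05). Of 27 tested genes of the ARF list, which includes ARF-interacting proteins such as *arfip1*, these 2 were higher in iridophores than in both other types. Lower than in both were 3, among them *arl4d* and *arl4aa* (2 higher and 3 lower against melanocytes when adjusted over the list alone). The gene *arl4d* was 0.998 ± 1.37 RPKM, 10.6 ± 5.65 RPKM and 8.70 ± 3.74 RPKM in the same order. The set did not move as a whole against melanocytes (median log2 difference 0.15, mean -0.02, adjusted p = 0.94 from camera).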

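The Rab gene *rab27bl*, on chromosome 21 of Zv9 from 1820562 to 1898943, was 13.3 ± 3.91 RPKM (SD, n = 5) in iridophores, 3.26 ± 2.54 RPKM (SD, n = 11) in melanocytes and 0.278 ± 0.391 RPKM (SD, n = 5) in RPE. It was 4.09-fold higher in iridophores than in melanocytes (adjusted p = 0.00078) and 48.0-fold higher than in RPE (adjusted p = 7.2e-06). The gene *rab38*, on chromosome 15 of Zv9 from 42329410 to 42351716, was 155 ± 62.7 RPKM, 218 ± 136 RPKM and 92.0 ± 49.5 RPKM in the same order, with no call against melanocytes (adjusted p = 0.72) or RPE (adjusted p = 0.28). Of 35 tested genes of the Rab list, which includes Rab-interacting proteins such as *rab3ip* and does not hold *rab27bl*, 2 were higher in iridophores than in both other types, *rab3ip* (198 ± 44.8 RPKM, 64.3 ± 32.0 RPKM and 26.1 ± 6.05 RPKM) and *rab36* (adjusted p = 0.0034 against RPE, 0.051 with RPE of 25 C only), and 1, *rab6b*, was lower. Against melanocytes 2 were higher and 1 lower (2 and 1 when adjusted over the list alone), and the set's adjusted p from camera was 0.35.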

Interestingly, we also found two members of the ras-related oncogene family to be enriched in iridophores; *rab27b* and *rab38*. Rab GTPases regulate many aspects of membranous vesicle formation and traffic [73]. In humans, Rab27 mutations cause hypopigmentation associated with the immunodeficiency disorder Griscelli syndrome type II [74]. In addition, the formation of COPI transport vesicles is known to be mediated by the interaction of GAPDH with RAB2 [75]. Phosphorylation of GAPDH occurs through the Src/PI3K/AKT pathway, often downstream of receptor tyrosine kinase activation [76]. 

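Besides *ltk*, the iridophore set by the limma criteria held the receptor tyrosine kinase genes *ephb3a*, *epha8*, *tyro3* and *alk*, which were chosen after their values were seen. In means over 5 iridophore, 11 melanocyte and 5 RPE libraries, *ephb3a* was 25.1, 4.72 and 7.11 RPKM, *epha8* was 3.42, 0.0764 and 0.086 RPKM, and *alk* was 1.71 RPKM in iridophores and listed at 0 in the others. The gene *tyro3* was 12.3 ± 12.1 RPKM (SD, n = 5) in iridophores, 0.409 ± 0.477 RPKM (SD, n = 11) in melanocytes and 1.05 ± 0.859 RPKM (SD, n = 5) in RPE (adjusted p = 0.00026 against melanocytes and 0.0097 against RPE, 0.15 with RPE of 25 C only). By the study's per-gene test at an unadjusted p under 0.05, *ltk* and *ephb3a* were in the set and *epha8*, *tyro3* and *alk* were not.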

We found a single receptor tyrosine kinase enriched in iridophores, *ltk*, which we have previously shown to be required for iridophore development [27]. It is thus interesting to speculate that combined roles exist for GAPDH in both producing reactive carbonyl species during glycolysis for guanine production, as well as in forming the organelles within which iridophore pigment is contained.

Iridophores are a relatively less-studied pigment cell than melanocytes and RPE, and aside from the requirements for *foxd3*, *ednrb1*, and *ltk*, not much is known regarding the transcriptional regulation of iridophore identity. One might expect a single master regulator of iridophore identity, analogous to *mitfa* in melanocytes, which is highly expressed, to be readily identifiable in our data. However, we did not identify a highly expressed single candidate for a master regulator of iridophore identity. Instead, we found many moderately expressed transcription factors with known mouse or human orthologues to be significantly enriched in iridophores. Of these, there are several candidates that stand out as possible regulators of iridophore identity. 

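The factor genes *tfec*, *ets1a*, *gbx2*, *cart1*, *alx3*, *alx4a* and *alx4b* were higher in iridophores than in melanocytes and in RPE and at least 8-fold over whole embryos, while *mycl1a* was higher than in both cell types and not than in whole embryos. Relative to whole embryos, *tfec* was 516-fold, *alx4b* 310-fold, *gbx2* 84.0-fold and *ets1a* 53.2-fold higher. In the embryo library *cart1*, *alx3* and *alx4a* were listed at 0. These folds rest on 1 embryo library of another preparation. Of its tags 34.6% aligned uniquely, against 55.6 to 84.9% in the pigment cell libraries. By qPCR, the paper found folds over whole embryos to be called too large. For *tfec*, *ets1a*, *gbx2*, *cart1*, *alx4b* and *mycl1a*, every iridophore library was above every melanocyte and RPE library. In melanocytes, *mitfa* exceeded all of these genes' iridophore means.

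**Figure D3:**
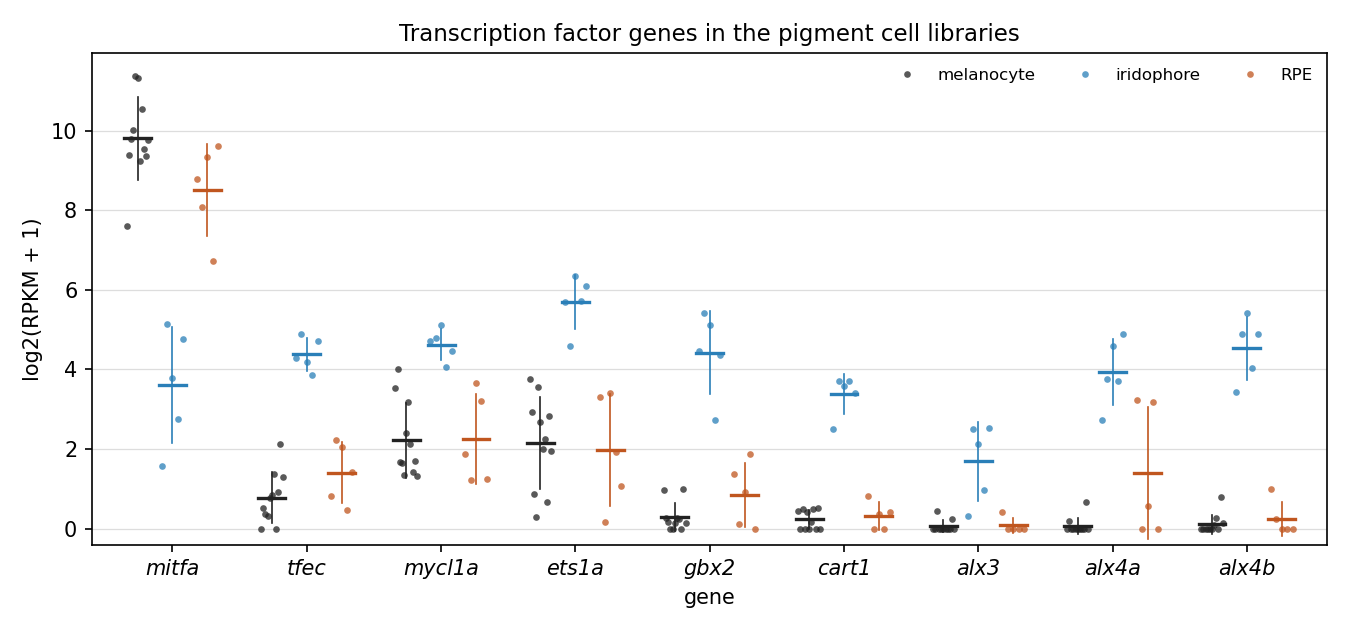
Expression as log2(RPKM + 1) on the vertical axis of *mitfa* and 8 factor genes in melanocyte (black), iridophore (blue) and RPE (orange) libraries, with 1 dot per library, a thick bar at the mean and a thin line at ±1 SD. The gene *mitfa* is lowest in iridophores and the other 8 are highest there.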

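The bHLH gene *tfec* was 20.6 ± 6.17 RPKM (SD, n = 5) in iridophores, 0.89 ± 0.982 RPKM (SD, n = 11) in melanocytes and 1.95 ± 1.46 RPKM (SD, n = 5) in RPE. Iridophores were 23.2-fold over melanocytes (log2 difference of 3.61 (standard error 0.35, adjusted p = 1.4e-08)) and 10.6-fold over RPE (log2 difference of 2.98 (standard error 0.41, adjusted p = 6.8e-06)). In whole embryos *tfec* was at 0.04 RPKM.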

One member of the basic helix-loop-helix (bHLH) family of transcription factors is specifically enriched in iridophores, *tfec*. Known to be expressed in iridophores, TFEC forms hetero and homodimers with other bHLH members and can function as a transcriptional activator or repressor [77]–[79]. 

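The bHLH gene *mycl1a* was 24.4 ± 6.73 RPKM (SD, n = 5) in iridophores, 4.80 ± 4.53 RPKM (SD, n = 11) in melanocytes and 5.06 ± 4.66 RPKM (SD, n = 5) in RPE. It was higher in iridophores than in melanocytes (log2 difference of 2.41 (standard error 0.47, adjusted p = 0.00035)) and than in RPE (log2 difference of 2.38 (standard error 0.55, adjusted p = 0.0023)). At 25.9 RPKM in whole embryos, its ratio of iridophores to embryos was 0.945.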

Interestingly, there is one other bHLH in enriched in iridophores when compared to melanocytes and RPE, but it did not meet the 8-fold requirement over whole embryos. This gene, *mycl1a*, is a paralog of the classic oncogenic protein MYC. A key component of iridophore identity is the upregulation of glycolysis and guanine synthesis enzymes. It is established that MYC upregulates glycolysis, DNA-synthesis, and nucleotide metabolism [80]–[82]. Another oncogene shown to regulate glycolysis and associated feeder pathways is Ets-1 [83]. 

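The gene *ets1a* was 54.8 ± 21.6 RPKM (SD, n = 5) in iridophores, 4.79 ± 4.06 RPKM (SD, n = 11) in melanocytes and 4.51 ± 4.47 RPKM (SD, n = 5) in RPE. The rise in iridophores was 11.4-fold over melanocytes (log2 difference of 3.53 (standard error 0.56, adjusted p = 3e-05)) and 12.2-fold over RPE (log2 difference of 3.72 (standard error 0.66, adjusted p = 0.00016)). Its iridophore mean was the highest of the iridophore factor genes *tfec*, *mycl1a*, *gbx2*, *cart1*, *alx3*, *alx4a* and *alx4b*.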

The v-ets-erythroblastosis virus E26 oncogene homolog 1a (*ets1a*) is also highly enriched in iridophores. In mouse, *tfec* transcription is activated through multiple ets-binding domains in its promoter region, suggesting a conserved regulatory mechanism for ETS1A in *tfec* transcriptional regulation as well [84]. Further work will be necessary to determine whether TFEC and MYCl1A coordinate the upregulation of guanine synthesis enzymes in iridophores.

We also find five homeobox-containing transcription factors are enriched in iridophores: *gbx2*, *cart1*, *alx3 alx4a*, and *alx4b*. 

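The homeobox gene *gbx2* was 24.4 ± 14.0 RPKM (SD, n = 5) in iridophores, 0.262 ± 0.364 RPKM (SD, n = 11) in melanocytes and 1.05 ± 1.12 RPKM (SD, n = 5) in RPE. Iridophores exceeded melanocytes 93.1-fold (log2 difference of 4.13 (standard error 0.36, adjusted p = 2.4e-09)) and RPE 23.3-fold (log2 difference of 3.56 (standard error 0.42, adjusted p = 8.2e-07)). Whole embryos were at 0.29 RPKM of *gbx2*.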

Known to have several roles in the embryo and an early specifier of posterior neural crest in *Xenopus*, gastrulation brain homeobox 2 (*gbx2*), is highly enriched in iridophores [85]. 

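The aristaless-related gene *alx4b* was 24.8 ± 12.5 RPKM (SD, n = 5) in iridophores, 0.0991 ± 0.219 RPKM (SD, n = 11) in melanocytes and 0.236 ± 0.434 RPKM (SD, n = 5) in RPE (adjusted p = 9.5e-12 against melanocytes and 6.3e-10 against RPE). Its paralog *alx4a* was 16.4 ± 9.18 RPKM, 0.0654 ± 0.176 RPKM and 3.40 ± 4.43 RPKM in the same order (adjusted p = 2.9e-07 and 0.00088). The gene *cart1* was 9.87 ± 3.08 RPKM, 0.188 ± 0.199 RPKM and 0.278 ± 0.316 RPKM (adjusted p = 1.3e-10 and 1e-08), with iridophore 1 at 4.67 RPKM and the other 4 at 9.64 to 12.1 RPKM. The lowest of the group, *alx3*, was 2.81 ± 2.1 RPKM, 0.0509 ± 0.120 RPKM and 0.068 ± 0.152 RPKM (adjusted p = 5.4e-05 and 0.00051), and its iridophore libraries overlapped those of the other types. In melanocytes all were below 1 RPKM, at a few reads per library.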

Remarkably, the other four homeobox transcription factors we identified are all aristaless-related; *cart1*, *alx3, alx4a*, and *alx4b*. Members of the Cart1/Alx3/Alx4 family of homeodomain proteins are known to regulate formation of skeletal elements in organisms ranging from sea urchin to mammals [86], [87]. In humans, mutation and haploinsufficiency of ALX4 are associated with skull ossification defects [88], [89]. It is not clear how these aristaless-related transcription factors might regulate iridophore identity, but recognizing their expression here will aid in understanding their function. Together, these iridophore-enriched transcription factors likely play key roles in regulating iridophore identity.

### Conclusion

To contribute to the understanding of pigment cell biology, we have developed a method for rapidly and reliably purifying melanocytes, iridophores, and retinal pigmented epithelium from zebrafish embryos, followed by global gene expression analysis by mRNA sequencing. This work represents the first concomitant comparison of three pigment cell types and whole zebrafish embryos, which uniquely allowed us to identify co-expressed genes indicative of shared function or developmental origin, as well as those that are specifically enriched in single cell types. We thus have identified many genes previously not reported to be enriched in these pigment cell types. In particular, we discovered a dramatic upregulation of specific enzymes from several metabolic pathways that coordinate guanine synthesis in iridophores, along with many membrane-trafficking components and transcription factors that are likely critical for iridophore identity. This characterization of global gene expression data from multiple purified zebrafish pigment cell types will provide a resource for further biological analysis of these cells.

## Supporting Information

Figure S1 **RPE Correlations.** Shown in (A) are the RPKMs of RPE_5_143hpf_32, which was collected at 143hpf, compared to the average RPKMs of RPE libraries 1–4, which were collected at 77–86hpf, for the 9029 genes detected at an average of 1–5000 RPKM across all five RPE libraries. Shown in (B) are the RPKM values for all genes detected between 1 and 5000 RPKM by RPE samples held at 25°C and 32°C. Magenta circles represent the 24 genes described as RPE-enriched in our analysis compared to iridophores, melanocytes, and whole embryos (r = 0.95).
(TIF)

Figure S2 **Melanocyte Time Point Correlations.** Shown are scatterplots of RPKM values for all genes expressed between 1 and 5000 RPKM by melanocytes collected at different time points.
(TIF)

Figure S3 **Technical Replicate Correlation.** Shown are scatterplots of RPKM values obtained for the technical sequencing replicates of sample Mel_3_77hpf. Sequencing runs 351 and 433 were single end reads of 36 and 42 nucleotides, respectively. 399s61 and 399s62 represent the two ends of a paired end 101 sequencing run.
(TIF)

Figure S4 **Quantitative RT-PCR and mRNA sequencing expression data are correlated.** Examined genes are indicated by object shape, as in the legend on the lower right. Cell type comparisons are indicated by color in the legend on upper left. The purple line indicates the position of perfect correlation. RNA-seq fold changes are computed directly for each cell type comparison [i.e. log2(melanocyte RPKM/iridophore RPKM) ]. QPCR fold changes are calculated by first normalizing expression relative to beta actin, followed by the log transformation.
(TIF)

Figure S5 **Transcriptome Coverage.** The number of genes identified (y-axis) per number of sequence reads (x-axis) obtained is plotted for each sample used in this analysis. Technical replicates are shown as individual lines, colored by library type as indicated on the lower right. For example, the three green lines represent the three technical sequencing replicates of the pooled 3dpf whole embryos cDNA library. The dashed vertical line is at one million reads.
(TIF)

Figure S6 **Pearson correlations of RNA-seq expression data.** Genes are ordered by increasing whole embryo expression (Y-axis). Each point represents the correlation value for the 1000 gene-window between the indicated cell-type comparison, beginning at that position. The most highly expressed genes in whole embryos are ribosomal proteins, which correspond to a slight peak in correlation values when compared to melanocytes (lower right). The average Pearson correlations across all windows for each comparison are indicated on the right, with corresponding horizontal lines.
(PDF)

Figure S7 **Whole embryos RNA-seq fold change bias.** QPCR-based fold change values demonstrate a systematic overcalling of fold change values upon comparison of randomly fragmented whole embryo cDNA libraries with reduced-representation pigment cell libraries. The purple line represents the position of perfect correlation.
(TIF)

Table S1 **Sequencing Summary.** Gross sequencing results for cDNA libraries used in this analysis, with their respective developmental time points at 28.5C. Unless indicated, fish used for each library were held at 25°C. The type of sequencing runs are indicated by the suffixes of technical replicate names: 351: single end 36, 433, 436, and 440: single end 42, 399s61 and 399s62: paired end 101. *Uniquely mapped to the Washington University non-redundant cDNA database. Tags that were not uniquely assigned to a gene typically mapped to polyA, genomic, and Illumina-adapter sequences. **Total RNA was used for Illumina library preparation of 20 pooled 3dpf embryos, resulting in a lower fraction of uniquely mapping sequences due to a large proportion of ribosomal RNA in library. Abbreviations: Mel - Melanocyte, Irid - Iridophore, RPE - Retinal Pigmented Epithelium, hpf - hours post fertilization, dpf - days post fertilization.
(XLSX)

Table S2 **All Libraries RPKM.** Normalized expression values (RPKM) for each of the libraries used in this analysis.
(XLS)

Table S3 **Primers.** Primers used for library preparation and qPCR analysis.
(XLSX)

Table S4 **Non-redundant cDNA database.** Sequences for the genes used in this analysis.
(XLSX)

Table S5 **Pigment Cell Expression AvgRPKM pValues.** Averaged RPKM expression values for melanocyte, RPE, iridophore, and whole embryo. Also shown are Student’s T-test p-values, ensembl transcript and gene reference numbers, and the corresponding zv9 genomic location of each gene.
(XLSX)

Table S6 **Melanocyte & RPE Shared. Genes expressed by both melanocytes and RPE with an RPKM 2-fold greater than iridophores, and 8-fold greater than whole embryos.**
(XLSX)

Table S7 **Melanocyte & Iridophore Shared.** Genes expressed by both melanocytes and iridophores with an RPKM 2-fold greater than RPE, and 8-fold greater than whole embryos.
(XLSX)

Table S8 **RPE & Iridophore Shared.** A single gene is expressed by both RPE and iridophores with an RPKM 2-fold greater than melanocytes, and 8-fold greater than whole embryos
(XLSX)

Table S9 **Melanocyte Enriched Genes.** Genes expressed in melanocytes 2-fold greater than RPE and iridophores, and 8-fold greater than whole embryos.
(XLSX)

Table S10 **Iridophore Enriched Genes.** Genes expressed in iridophores 2-fold greater than RPE and melanocytes, and 8-fold greater than whole embryos.
(XLSX)

Table S11 **RPE Enriched Genes.** Genes expressed in RPE 2-fold greater than iridophores and melanocytes, and 8-fold greater than whole embryos.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

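Expression was measured by sequencing mRNA tags from melanocytes (11 libraries), iridophores (5) and RPE (5) of zebrafish, and from whole embryos of 3 dpf (1 library in 3 runs). The 35 labelled samples are sequencing runs of these 22 libraries, and a library is the replicate throughout. The authors aligned the tags with Novoalign (version not given in the sources used here) to a database of 25102 non-redundant zebrafish cDNA records built from RefSeq mRNA, divided the uniquely aligned tags of each record by cDNA length and by sequencing depth with their own scripts, and deposited the results as RPKM, with 1 column per library. For libraries of several runs the decimals of the values fit an unweighted mean of the runs. The steps between the smallest values followed the total tags of a library in 13 of 13 libraries of a single run, and were 0.1 to 0.9% off the ratio expected from these. The embryo library was made from total RNA and randomly fragmented, unlike the pigment cell libraries, which were cut with restriction enzymes.

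A read at the median record length of 1751 nt makes 0.0182 to 0.228 RPKM in a pigment cell library and 0.00831 RPKM in the embryo library. Of the 25102 records, 16011 have a current symbol and 1 was listed without a symbol. Values were compared with 1999 entries of Table S2, where the largest difference was 0.04 RPKM, and 160 entries of the paper's tables were matched to records by their printed means. Positions are those of the Zv9 assembly. A second deposited table, with 10 value columns of RPE libraries and no gene names, was not used.

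Tests used log2(RPKM + 1) in R 4.3.3 with limma 3.58.1 (linear model over the 21 pigment cell libraries with a group per cell type, moderated variances with a trend), for the 10691 genes with a mean of at least 1 RPKM in at least 1 of 3 cell types. The p-values of this model were adjusted over these genes by the method of Benjamini and Hochberg and called at an adjusted p under 0.05. A gene was taken as enriched when it was called, at least 2-fold higher in mean RPKM than the other cell type or types, at least 1 RPKM, and at least 8-fold over whole embryos. The shorter sets of the paper's tables used its thresholds of fold and level with the same test. Changes with age were fitted as a slope over the 11 melanocyte libraries, with p-values adjusted in the same way over 8474 genes. Temperature was compared over the 5 RPE libraries, with p-values adjusted over 10533 genes. Gene lists were tested with camera of limma at a preset correlation between genes of 0.01, adjusted over all lists and comparisons, and again with an estimated correlation and with fry. Calls within a list were also made with p-values adjusted over the list alone. Correlations between cell types over windows of 1000 genes ordered by embryo RPKM, carry-over ratios and tables were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

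The genes named are every gene that the paper names and that could be matched, the 10 genes with the largest change in each direction of each comparison that were called, reached 1 RPKM and did not overlap between groups, and up to 4 members of each list with the largest change (any member of a list of 10 or fewer). This rule was set before the data were examined, but the values printed in the paper's tables had been seen. Genes outside it are marked as chosen after their values were seen.

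The procedure was tested on simulated data with 200 changed genes. At a log2 change of 2, limma called 87.5% of them between iridophores and melanocytes, 68.5% between iridophores and RPE and 85% between melanocytes and RPE, and at a change of 1 it called 1.5%, 0% and 2%. For RPE temperature and for the slope with age, a log2 change of 3 was called in 30.5% and 21.5%, and one of 2 in 0%. Whether library numbers that the cell types share mark samples prepared together was checked over 15 pairs of equal number. Their median r was 0.023, against -0.04 over 60 other pairs. Equal numbers often join different ages, so this check would miss samples prepared together under other numbers. No pairing was used in the tests, and other pairings were not checked.

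The alternatives were other pseudocounts, no filter, 2 other scalings, run code as a covariate, library number as a block, only the compared cell types, other fold and level criteria, the study's per-gene test, other windows and correlation measures, and leaving out each library in turn. Scaling to uniquely aligned tags, restricted ages or temperatures, libraries without the most hemoglobin, and equal variances in the study's test were added after the data were seen. In RPE, temperature, run code and age go together (RPE 1 and 2 at 25 C and 77 hpf with code 440, the others at 32 C and 86 to 143 hpf with code 351), so they cannot be told apart there. The qPCR measurements of the study were not analysed here.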

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

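The tests of splits, of run code, of carry-over as the whole source and of iridophore genes in RPE 1 were chosen only after the results were seen.

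In groups of 5 libraries, 443 groups were tested for a single library far from the other 4, by its gap to the nearest of them over the whole range, and 20 had one; chance singles out about 1 in 20 groups. In iridophore 1 (58 hpf), *snai2* was at 0.53 RPKM (others 4.43 to 5.52), *dao.2* at 0 (1.13 to 1.75), *LOC100535047* at 24.69 (115 to 209), *slc52a3* at 5.71 (13.8 to 15.7), *LOC100334697* at 202 (339 to 399) and *cart1* at 4.67 (9.64 to 12.1), all lower, and the mean log2(RPKM + 1) of a list of leukocyte genes was 2.433 (0.486 to 0.734). In iridophore 4, *pck2* was at 0.35 RPKM (1.54 to 2.16), *nfascl* at 1.63 (5.37 to 7.41), and the exocrine pancreas list at 3.108 (0.206 to 0.616). *LOC100334991* was at 0 in iridophore 2 (9.11 to 16.4), and iridophore 3 had 7608005 tags (others up to 3779326). In RPE 1, *psat1* was at 45.17 RPKM (2.46 to 5.36), *si:dkey-33c9.4* at 24.31 (0.14 to 1.61), *LOC100538040* at 39.82 (0.45 to 2.61), *LOC795494* at 9.22 (0.13 to 0.58) and *zgc:77375* at 9.42 (0.33 to 0.5), all higher. In RPE 5 (143 hpf), *gapdhs* was at 48.86 RPKM (173 to 220) and *rgrb* at 51760 (10300 to 14100), and in RPE 4 *fam213ab* was at 59.23 (159 to 213).

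Genes of tissues that the study did not analyse stood at least 1 above the embryo library in single libraries, in mean log2(RPKM + 1): erythrocyte genes at 7.22 in RPE 4 (embryos 2.54, next library 5.09), epidermis genes at 4.74 in melanocyte 1 (embryos 3.37, next library 3.05), and genes of cartilage, bone and dermis at 2.88 in RPE 3 (embryos 1.64, next library 2.3). By less than 1, so did lens genes (2.84, embryos 2.23), genes of retinal neurons and glia (1.88, embryos 1.2, highest RPE library 1.37) and endothelium genes (0.75, embryos 0.58) in melanocyte 1, leukocyte genes in iridophore 1 (2.43, embryos 1.55) and photoreceptor genes in RPE 2 (1.94, embryos 1.81).

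Genes of the eye were high in melanocytes, although eyes were separated from the larvae by trituration before dissociation: the median of 26 genes was 63.3% of its RPE mean (18.07 to 178%), with 27.29 to 43.1% in the 6 libraries of run code 351 and 50.18 to 118.95% in the 5 of code 440. If RPE cells carried over were the source, eye genes would fall where crest markers rise across the 11 melanocyte libraries; r was 0.023 (permutation p = 0.95), -0.498 over the 6 libraries of run code 351 (p = 0.32) and -0.261 without melanocytes 10 and 11 (p = 0.5), none past the threshold, which leaves carry-over open. In melanocytes 10 and 11 (97 and 116 hpf, code 440) the median eye gene was at 118.95% and 103.15% of the RPE mean, and at 144.8% and 116.5% of the RPE libraries of code 440, while the crest marker mean was 4.37 or more, against at most 2.52 in RPE (SD 0.86). Against RPE 5 (143 hpf) alone it was at 76.8% and 62.5%, so the spread between RPE libraries keeps RPE cells as the whole source open there, and it cannot be told apart from other sources. Run code as a cause of the higher eye genes, age, and expression of eye genes by melanocytes themselves stay open and were not tested.

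Genes of melanocytes were seen in iridophores, which had been sorted by FACS with a gate outside which melanocytes and RPE fall. Over the 6 melanocyte and melanin markers of Table 1 (0.58 to 2.91% of melanocytes), the interquartile range of log2(iridophore/melanocyte) was 1.64, between 1, under which carried over melanocytes were predicted, and 2, above which they were not, so carry-over and expression by iridophores cannot be told apart. The 86 genes at least 10-fold higher in melanocytes and RPE had a median of 6.63% of melanocytes in iridophore 5 and 8.21% in iridophore 2, above the highest marker in each (4.47% and 5.01%, *dct*). With single melanocyte libraries as the source this held in both for 5 of 11, so carried over melanocytes as the whole source cannot be told apart from other sources there. RPE cells as a source and expression by iridophores stay open and were not tested.

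Genes of other pigment cells were seen in RPE, whose cells fall outside the FACS gate of iridophores. Crest melanocyte markers had means of 2.41 and 2.52 in the libraries of 25 C and 0.6 to 1.18 in those of 32 C, a gap of 1.23, as carried over melanocytes would give. Run code goes with temperature in RPE, and in melanocytes the markers differed by 0.57 (standard error 0.6) between run codes, so run code cannot be told apart from it. In RPE 1, 114 of 256 iridophore genes were highest among the RPE libraries and the interquartile range of log2(RPE 1/iridophore) was 1.71, against 3.97 in RPE 2 of the same run code, temperature and age, which argues against run code and is consistent with iridophores carried over into RPE 1. Age and temperature of the RPE samples stay open as untested biological explanations for the melanocyte markers.

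Of 100 splits of the libraries each, the real one included, the real split alone gave as many genes for iridophores against melanocytes (2172, highest other 445) and against RPE (2324, highest other 425). The same held for the sets of melanocytes and RPE (197 of the genes of the paper's set and 121 further genes) and of iridophores (409), with 1 split each and a highest other of 0. Chance can be excluded for these comparisons, on which both sets rest. For the set of melanocytes (26) the highest other was also 0. Splits that mix the cell types rarely fill a set that must pass against both other groups, so this 0 decides little. The set also needs a call of melanocytes against RPE, for which another split gave 623 genes. Chance is therefore not excluded for the 26. The set of RPE and iridophores (1; 1 split, highest other 0) is a single gene, and without RPE 2 it held 0 in limma. For melanocytes against RPE (162) 2 splits were as large, the highest other giving 623 genes; its smaller group was melanocytes 2, 8, 10 and 11 and RPE 2, all of run code 440, and with run code as a covariate 313 genes differed. Such a count points to a structure of the samples besides cell type. For the sets of melanocytes and iridophores (15; 2 splits, highest other 141) and of RPE (22; 2 splits, highest other 228) the larger split kept 4 of 5 iridophore libraries together and so follows cell type. For age (36 genes, 2 orders of 100, highest other 75) the share was also under 0.05. Another order gave more genes than the real one, and 0 passed in limma without melanocyte 10 or 11. Chance is therefore not excluded for the age count. For gene lists (72 calls, 2 splits, highest other 72) the share was under 0.05 too, but all 99 other splits gave calls, with a median of 35. Another split gave as many calls, and some lists hold genes that the study chose on these samples. Chance is therefore excluded neither for the count of lists nor for single lists.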

How the results depend on the processing

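Chosen only after the results were seen were scaling to uniquely aligned tags, equal variances in the study's test, RPE of 25 C only, melanocytes and iridophores of 77 hpf only, leaving out melanocyte 1 and RPE 4 together, library numbers 1 to 5 without a block (and for gene lists with it), tests within 1 run code, the smaller pseudocount for crest markers, and leaving out single libraries for crest markers and age. The other alternatives were set before the data were examined, and each of them was run, except that the correlation with RPE of 143 hpf could not be computed without its only library, RPE 5.

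The counts of genes that differ between iridophores and melanocytes (2172) and between iridophores and RPE (2324) stayed within 1.5 times under every alternative and without any 1 library (1759 to 2215 and 1911 to 2460), apart from 1439 for the former with cells of 77 hpf only, where fewer libraries were fitted. Of the named genes 346 comparisons of 636 were called, and 334 to 356 without 1 library. Over their alternatives, single libraries left out included, 148 values lost their call, 75 gained one, 15677 stayed on their side of the threshold and 0 changed direction with a call. Gene lists called by camera numbered 72, 67 to 76 without 1 library, and 22 with an estimated correlation.

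Between melanocytes and RPE the 162 genes became 86 with a pseudocount of 5 RPKM, 55 with no filter (more genes tested), 329 with scaling by the median ratio, 276 after quantile normalization, 313 with run code as a covariate, 53 with library number as a block, 60 for the same libraries without the block, 71 with only these cell types in the fit, 289 with cells of 77 hpf only, 684 with RPE of 25 C only, 1080 by the study's test and 1190 by that test with equal variances. Without 1 library they were 81 (melanocyte 8) to 342 (melanocyte 1), with 100 without melanocyte 5, 101 without melanocyte 6 and 102 without RPE 1.

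The 15 genes shared by melanocytes and iridophores became 28 and 6 with a pseudocount of 0.1 and 5 RPKM, 6 with no filter, 25 after quantile normalization, 62 by the study's test, 40 by that test with equal variances, 71 at an unadjusted p in limma, 8 from geometric means and 26 with no embryo criterion. Without 1 library they were 6 (RPE 4) to 33 (melanocyte 1), with 8 or 9 without melanocyte 5, 6 or 8 or RPE 2 or 5. The 10 of these at least 5-fold over RPE became 18 and 4 with those pseudocounts, 4 with no filter, 4 with RPE of 25 C only, 20 at an unadjusted p and 5 from geometric means, and 5 to 17 without 1 library (17 without melanocyte 1; 5 or 6 without melanocyte 5, 6, 8 or 9 or RPE 2, 4 or 5).

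The genes shared by melanocytes and RPE became 208 with cells of 77 hpf only, 134 from geometric means, 490 at 2-fold over embryos and 627 with no embryo criterion (271 to 329 without 1 library), and the 86 at least 10-fold over iridophores became 52 by the study's test and 43 from geometric means (76 to 97). The 1 gene shared by RPE and iridophores became 2 with a pseudocount of 0.1 RPKM, 0 with no filter, 24 at an unadjusted p under 0.05 in limma, 4 with scaling by the median ratio, 2 after quantile normalization, 6 with run code as a covariate, 2 without melanocyte 1 and RPE 4, 5 with cells of 77 hpf only, 10 with RPE of 25 C only, 21 by the study's test with equal variances, 0 from geometric means, 2 at 2-fold over embryos and 3 with no embryo criterion; it was 0 (RPE 2) to 5 (melanocyte 10) without 1 library, and 2 without RPE 3 or 5.

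The 26 melanocyte genes became 11 with a pseudocount of 5 RPKM, 10 with no filter, 17 with RPE of 25 C only, 108 by the study's test, 114 at an unadjusted p and 45 with no embryo criterion; without 1 library they were 14 (melanocyte 8 or RPE 4) to 45 (melanocyte 1), with 16 or 17 without melanocyte 5, 6 or 9 or RPE 1. The 409 iridophore genes became 227 from geometric means, 639 at 2-fold over embryos and 833 with no embryo criterion (366 to 443 without 1 library), and the 52 at the highest thresholds became 31 with RPE of 25 C only and 16 from geometric means (44 to 60). The 22 RPE genes became 4 with no filter, 65 with scaling by the median ratio, 39 after quantile normalization, 54 with run code as a covariate, 52 without melanocyte 1 and RPE 4, 60 with cells of 77 hpf only, 180 with RPE of 25 C only, 80 by the study's test with equal variances, 184 at an unadjusted p, 7 from geometric means, 49 at 2-fold over embryos and 75 with no embryo criterion. Without 1 library they were 9 (melanocyte 8) to 53 (melanocyte 1), with 11 to 14 without melanocyte 4, 5, 6 or 9, 38 without melanocyte 10 and 36 without melanocyte 11.

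The 28 genes shared by all 3 types became 59 and 9 at 50-fold and 200-fold over embryos and 13 with scaling to uniquely aligned tags (24 to 33 without 1 library). Genes expressed were 8473 in melanocytes, 8101 in iridophores and 9060 in RPE; they became 4017, 4749 and 4421 at 1 RPKM in every library and 3706, 3653 and 3763 at a mean of 5 RPKM.

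Without windows the correlations were 0.6948 for melanocytes and RPE, 0.8303 for melanocytes and iridophores, 0.5722 for RPE and iridophores, and 0.1398, 0.0991 and 0.1737 for melanocytes, RPE and iridophores with embryos. On log2(RPKM + 1) they were 0.7264 and 0.6933 for iridophores with melanocytes and RPE, 0.0375, 0.0374 and 0.0397 with embryos, 0.854 between RPE of 143 hpf and earlier and 0.8118 between temperatures; Spearman gave 0.7418, 0.6947, 0.0431, 0.043, 0.0458, 0.7236 and 0.6304. With embryos, windows of 500 genes gave 0.0131, 0.0122 and 0.0145, windows of 2000 genes 0.0216 (melanocytes) and 0.0299 (iridophores), and ties in reverse order 0.0102, 0.0106 and 0.011. Leaving out 1 library gave 0.0167 to 0.0197 for melanocytes and 0.0158 to 0.0192 for RPE with embryos, the highest without melanocyte 1 and without RPE 4. From 1 to 1000 RPKM, RPE of 143 hpf and earlier correlated at 0.7095 and the temperatures at 0.803. Over the RPE genes of the study's test the latter was 0.953, against 0.629 over those of limma.

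Between RPE of 32 C and 25 C 1 gene differed, 337 did with all 21 libraries in 1 fit, and 0 (RPE 2; limma, 963 at an unadjusted p under 0.05) to 591 (RPE 1) did without 1 library, with 33 without RPE 5. With age 36 genes changed in melanocytes, 19 with a pseudocount of 0.1 RPKM, and 0 to 65 without 1 library (0 without melanocyte 10 or 11 in limma, 827 and 442 at an unadjusted p under 0.05; 65 without melanocyte 2; 22 without melanocyte 9). Crest markers were higher at 25 C by a mean log2 of 1.51, and by 2.49 with a pseudocount of 0.1 RPKM. Where fewer libraries, more genes or another criterion do not by themselves account for a change, the cause was not tested. Of the simulated genes with a log2 change of 1, 0 to 2% were called between cell types; neither depth nor library number was varied there. Scaling by the median ratio moved the median of all genes by -0.19 (iridophores minus RPE) and -0.11 (melanocytes minus RPE), and scaling to uniquely aligned tags moved the latter by -0.11.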

Differences from the paper's values

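Tests with RPE of 25 C only, scaling to uniquely aligned tags, equal variances in the study's test, melanocytes and iridophores of 77 hpf only, and without melanocyte 1 and RPE 4 together were chosen only after the values were seen; the other alternatives named here were set before the data were examined.

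The paper states p under 0.05 for its sets and no adjustment in its text, while the counts here used an adjusted p from limma. The paper gives 62 genes shared by melanocytes and iridophores, against 15 here; of 33 alternatives the study's test (62) and an unadjusted p in limma (71) are within 1.5 times, and the other 31 are not. For melanocytes alone the paper gives 108 genes, against 26 here; the same 2 alternatives (108 and 114) are within 1.5 times, and the other 31 are not. The paper lists 38 genes of melanocytes and RPE in Table 3, and 86 genes, these 38 included, met the criteria here; of 30 alternatives the study's test (52) and geometric means (43, without 8 of the paper's genes) are within 1.5 times, and the other 28 are not.

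The paper lists 30 iridophore genes in Table 5, and 52 genes, these 30 included, met the criteria here. Of 30 alternatives, scaling by the median ratio (41, without 7 of the paper's genes), the study's test (41, without 0), and leaving out iridophore 2 (44, without 3), RPE 2 (45, without 4) or RPE 4 (45, without 7) are within 1.5 times, and the other 25 are not. Chosen after the values were seen, RPE of 25 C only (31) drops 13 of the paper's 30 genes, scaling to uniquely aligned tags (41) drops 8, leaving out melanocyte 1 and RPE 4 together (42) drops 7, and equal variances in the study's test (44) drop 0.

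The paper's correlation of melanocytes and iridophores is 0.52, against 0.4654 here; windows of 500 genes and leaving out iridophore 4 come within the spread, and the other 20 of 22 alternatives do not. For RPE and iridophores the paper gives 0.49, against 0.4328 here; windows of 500 genes, ties in reverse order, and leaving out RPE 5 or iridophore 4 come within the spread, and the other 12 of 16 do not. Over the RPE genes the paper gives a correlation of 0.95 between temperatures, against 0.629 here over the 22 genes of limma; the single alternative, the genes of the study's test, gives 0.953.

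The paper places *rab27b* and *rab38* higher in iridophores. Here *rab27bl* was higher than in both other types, while *rab38* had a mean of 155 RPKM in iridophores, 218 RPKM in melanocytes and 92.0 RPKM in RPE (adjusted p = 0.72 and 0.28; 0.22 and 0.12 by the study's test). The paper names *ltk* as the single receptor tyrosine kinase of the iridophore set, and here the set held *ltk* and also *ephb3a*, *epha8*, *tyro3* and *alk*, chosen after their values were seen; *ephb3a* is in the paper's own list as well, and the other 3 were not called by the study's test.

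The paper's sets place *kita*, *sox10*, *mc1r* and *foxo1a* higher in melanocytes than in RPE. No call was made by limma (adjusted p = 0.12, 0.066, 0.11 and 0.099, and 0.047 to 0.2, 0.021 to 0.12, 0.038 to 0.19 and 0.064 to 0.16 over the alternatives set beforehand). Without melanocyte 1 *kita*, *sox10* and *mc1r* were called, with a pseudocount of 0.1 RPKM *sox10* and *mc1r*, after quantile normalization *sox10*, and with melanocytes and iridophores of 77 hpf only, chosen after the values were seen, *sox10*; the study's test called all 4. The paper places *alcama* higher in RPE than in melanocytes, and its adjusted p was 0.12 (0.039 to 0.21 over the alternatives set beforehand). It was called with run code as a covariate, with scaling by the median ratio, by the study's test, and with cells of 77 hpf only (0.019), chosen after the values were seen.

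The paper counts more glucose transporters as higher in iridophores than in both other types than the 4 of 10 tested here (1 was lower). Of 25 genes of glycolysis 7 were higher than in both and 3 lower, and *pgk1* of Table 6 was not called (adjusted p = 0.067 against melanocytes and 0.079 against RPE, with 0.042 to 0.15 and 0.052 to 0.21 over the alternatives). Without melanocyte 1 or 3 it was called against melanocytes, and by the study's test against both.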

Other observations

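The tests of run code, those with RPE of 25 C or cells of 77 hpf only, and the counts of genes shared by comparisons were chosen only after the results were seen; the gene lists were set beforehand.

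The immediate early gene *junbl* was 215 ± 97.7 RPKM (SD, n = 5) in iridophores, 888 ± 352.4 RPKM (SD, n = 11) in melanocytes and 1088 ± 992 RPKM (SD, n = 5) in RPE, and *fos* was 35.5 ± 9.84 RPKM, 128 ± 49.9 RPKM and 213 ± 171 RPKM in the same order. Of 27 genes of dissociation and heat stress, 8 were lower and 1, *zfp36l1a*, higher in iridophores than in melanocytes (adjusted p = 0.023 from camera, 0.47 with an estimated correlation; 4 lower with cells of 77 hpf only), and 8 were lower and 1 higher than in RPE (adjusted p = 0.058, 1 lower with RPE of 25 C only). Of 13 genes of cartilage, bone and dermis, 6 were lower in iridophores than in melanocytes and 6 lower than in RPE (adjusted p = 0.00012 and 7e-06 from camera, 0.26 and 0.18 with an estimated correlation). The collagen gene *col2a1a* was 0.574 ± 0.315 RPKM in iridophores, 13.3 ± 8.54 RPKM in melanocytes and 21.5 ± 14.1 RPKM in RPE.

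Of 23 photoreceptor genes, 14 were higher in RPE than in iridophores and 1 lower (adjusted p = 7.9e-05 from camera, 0.26 with an estimated correlation), among them the phosphodiesterase gene *pde6h* at 111 ± 153.6 RPKM in RPE and 1.48 ± 0.851 RPKM in iridophores. Of 11 genes of liver and yolk 10 were higher in RPE than in iridophores (adjusted p = 9.4e-09, 0.058 with an estimated correlation), of 15 of retinal neurons and glia 5 (adjusted p = 0.0078, 0.36 with an estimated correlation), of 19 of the epidermis 6, with 1 lower (adjusted p = 0.0091, 0.58 with an estimated correlation; 2 with RPE of 25 C only), and of 15 of skeletal muscle (adjusted p = 0.022, 0.6 with an estimated correlation) and 11 of erythrocytes (adjusted p = 0.062) limma called 0 (6 and 1 at an unadjusted p under 0.05). Of 19 genes of the vacuolar proton pump, 2 were higher and 3 lower in iridophores than in melanocytes (1 and 1 with cells of 77 hpf only), and 5 higher and 1 lower than in RPE (adjusted p = 0.034, 0.57 with an estimated correlation). Between iridophores and melanocytes, 3 of 52 genes of the respiratory chain were higher and 1 lower (none in limma when adjusted over the list alone or with cells of 77 hpf only; adjusted p = 0.0086, 0.57 with an estimated correlation), 1 of 11 of xanthophores and pteridines was higher and 3 lower, 1 of 23 of the cell cycle higher and 2 lower (1 and none in limma when adjusted over the list alone), 1 of 14 of leukocytes higher, 1 of 3 of endothelium higher and 1 of 2 of myelinating glia lower (adjusted p = 0.16 to 0.54 for the last 5), and of 16 lens genes limma called 0 (1 at an unadjusted p under 0.05).

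Comparisons that share a cell type also share its libraries. Of the genes higher in iridophores than in melanocytes and than in RPE, 854 were the same, against 120.8 for independent calls and 324 to 385 when the iridophore libraries were divided between the comparisons, which also leaves fewer libraries in each fit. Of genes higher in melanocytes than in iridophores (1065) and than in RPE (79), 45 were the same, against 7.9 and 0 to 13, and of those higher in RPE (1157 and 83) 75, against 9 and 2 to 29.

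Of 8950 records with a mean of at least 1 RPKM, 96 had every library of run code 440 above every library of code 351, and 2 had the reverse. Of the genes called between iridophores and melanocytes 5 were of this kind, 4 of them called with run code as a covariate, and of those called between RPE and either other type 0 were. Such genes vary widely within each cell type, which works against a call, so these low counts do not show the calls to be free of run code. With run code as a covariate, 1935 of 2172 calls between iridophores and melanocytes were kept. Between iridophores and RPE 2121 of 2324 were kept, and between melanocytes and RPE 162 of 162.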
